# Lethal Phenotype-Based Database Screening Identifies Ceramide as a Negative Regulator of Primitive Streak Formation

**DOI:** 10.1093/stmcls/sxad071

**Published:** 2023-10-11

**Authors:** Jing Pu, Satoshi Kofuji, Yoshimi Okamoto-Uchida, Keiko Danzaki, Ruoxing Yu, Akira Suzuki, Satoshi Kitajima, Hiroshi Nishina

**Keywords:** primitive streak, cardiac differentiation, neural differentiation, ceramide, sphingosine-1-phosphate

## Abstract

In early embryogenesis, the primitive streak (PrS) generates the mesendoderm and is essential for organogenesis. However, because the PrS is a minute and transient tissue, elucidating the mechanism of its formation has been challenging. We performed comprehensive screening of 2 knockout mouse databases based on the fact that failure of PrS formation is lethal. We identified 812 genes involved in various cellular functions and responses that might be linked to PrS formation, with the category of greatest abundance being “Metabolism.” In this study, we focused on genes of sphingolipid metabolism and investigated their roles in PrS formation using an in vitro mouse ES cell differentiation system. We show here that elevated intracellular ceramide negatively regulates gene expression essential for PrS formation and instead induces neurogenesis. In addition, sphingosine-1-phosphate (a ceramide derivative) positively regulates neural maturation. Our results indicate that ceramide regulates both PrS formation and the induction of neural differentiation.

**Significance Statement**

Understanding the detailed molecular mechanisms of embryogenesis is necessary for advances not only in embryology but also in regenerative medicine. Primitive streak formation is the key first step controlling the differentiation of both the mesendoderm and ectoderm. In this study, we have identified a metabolic pathway crucial for regulating primitive streak formation. Our findings thus reveal a critical mechanism controlling how distinct cell lineages differentiate, information that may prove valuable in regenerative medicine approaches based on embryonic stem cell manipulation.

## Introduction

During early embryogenesis, individual cells receive various signals and influence each other to trigger complex events. Elucidating the regulatory mechanisms involved in these events should lead to advances not only in developmental biology but also in related fields such as regenerative medicine. In early vertebrate embryos, all organs are formed from 3 germ layers: the ectoderm, mesoderm, and endoderm.^1,2^ The mesoderm and endoderm both arise from the mesendoderm in a process requiring the epiblast to form a cellular groove called the primitive streak (PrS). However, the PrS is a minute and transient tissue, which has made it difficult to fully dissect the molecular mechanisms of its formation.

Embryonic stem (ES) cell differentiation systems are powerful in vitro tools for studying the processes driving basic development from the epiblast.^3,4^ When ES cells are cultured in suspension, they form a multicellular assembly called the embryoid body (EB), which has properties similar to those of an epiblast in vivo. In both mice^3^ and humans,^5^ EBs can be induced to differentiate into the 3 germ layers in vitro. This approach has been frequently used to differentiate mouse ES cells into various cell types, including cardiomyocytes,^6^ neurons,^7^ and hepatocytes,^8^ and has permitted analyses of the underlying mechanisms. Recently, the entire process of oogenesis from mouse ES cells was reconstituted in vitro,^9^ and these in vitro-generated eggs successfully gave rise to a birth. In humans, structures resembling blastocysts in terms of their morphology, size, cell number, and cell lineage composition have been generated from human ES cells in vitro.^10^

We previously identified several factors essential for PrS formation by screening a library of 1600 chemical compounds with known targets.^11^ In our experimental system, mouse ES cells undergo EB formation, followed by passage of the cells through an epiblast-like state. PrS formation is then mimicked, complete with expression of PrS markers such as *Brachyury T* and *Wnt3* on day 3 to day 4. Cell beating (differentiation into cardiomyocytes) is observed on day 10 after EB formation, accompanied by expression of mesoderm markers such as *Bmp2*. We used this EB-based system to show that various metabolic inhibitors block PrS formation, and demonstrated that chemical screening is useful for identification of factors critical for PrS formation.^12,13^ Interestingly, in all of these cases, when PrS formation was inhibited, the epiblast cells committed to the neuroectodermal lineage, and cardiomyocyte differentiation from mesendoderm was decreased. These results indicated that PrS formation influences neural differentiation, an observation that inspired the current study.

Although screening a library of drug compounds with known targets has the advantage of immediate identification of the relevant genes, it has the disadvantage that some enzymes or receptors may not correspond to drugs in the library, preventing their validation. To circumvent this difficulty, we exploited the fact that knockout (KO) mice deficient for the function of genes such as *Brachyury T* and *HMGCR*, which are essential for PrS formation, are lethal by E10 due to defects in the development of organs such as the heart.^14,15^ By exploiting this lethal phenotype, we aimed to examine a wider range of genes and obtain a more complete picture of the mechanisms underlying PrS formation. To this end, we screened 2 publicly available KO mouse databases to identify genes whose loss of function causes E10 lethality in mouse embryos. We then used our in vitro mouse ES cell differentiation system to identify ceramide as a novel factor involved in PrS formation.

## Materials and Methods

### Database Screening

Candidate genes were selected by screening the MGI database (Mouse Genome Informatics, http://www.informatics.jax.org/) and the IMPC database (International Mouse Phenotyping Consortium)^16,17^ as described in the Results. The data used in this study were current as of May 2021. In the MGI database, the phenotype term “embryonic lethality between implantation and placentation” (ID: MP:0009850) means that embryonic death occurred between E4.5 and E9; this criterion was used for selecting candidate genes. The term “embryonic lethality, complete penetrance,” which means embryonic death occurred before E14, was used as a supplemental criterion. The IMPC database annotates KO mouse lines and reports their lethality phenotype. Genes for which the corresponding KO mice died before E9 were selected as candidates for our study. For the network analysis, NetworkAnalysist 3.0 (https://www.networkanalyst.ca) was used.^18^

### ES Cell Culture and Differentiation

129P2/OlaHsd-derived E14K embryonic stem (mES) cells (kindly provided by Tak W. Mak of the Princess Margaret Cancer Centre, Toronto) were maintained in an undifferentiated state by culture in the presence of leukemia inhibitory factor (LIF) as described previously.^19-21^ Briefly, feeder cell-independent E14K mES cells were maintained in gelatin-coated dishes containing Dulbecco’s modified Eagle’s medium (26400044; Gibco, MA, USA) supplemented with 15% bovine calf serum (SFBM30-2362; Equitech-bio, TX, USA), 0.1 mM 2-mercaptoethanol (M3148; Sigma, Burlington, USA) and LIF.

mES cells (3 × 10^3^) were cultured in 25 µL hanging drops in medium without LIF and allowed to form EBs in a square dish (Eiken Chemical, Tokyo, Japan). After 2 days, EBs were transferred into a non-coated bacterial Petri dish (IWAKI, Tokyo, Japan) for suspension culture. On day 6, EBs were transferred into a gelatin-coated tissue culture dish (Corning, NY, USA) for attachment culture until day 10, when the areas of tissue showing a spontaneous “heartbeat” can be detected by microscopy. The “beating ratio” was calculated as the percentage of beating EBs among all EBs observed, and the “neurite ratio” was the percentage of EBs with β-tubulin III-positive protrusions among all EBs observed. EBs were treated with inhibitor drugs during days 3-6 of culture unless otherwise noted.

### Immunofluorescence Staining

Immunofluorescence staining was performed as described previously.^11,12,22,23^ Briefly, EBs were fixed for 2 h or overnight in 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS), followed by 3 washes in PBS. After preincubation with blocking solution (1% BSA, 0.1% Triton X-100 in PBS) for 30 minutes, cells were incubated overnight at 4 °C with a 1:1000 dilution of anti-β-tubulin III antibody. After 3 washes in PBS/0.1% Triton X-100, EBs were incubated with a 1:1000 dilution of Alexa Fluor 546-conjugated anti-mouse antibody. Stained EBs were washed 3 times in PBS/0.1% Triton X-100 before examination using a fluorescence microscope BZ-X710 (Keyence, Osaka, Japan).

### Statistical Analyses

Analyses of statistical significance were performed using GraphPad Prism 8 (GraphPad Software Inc., San Diego, CA). Student’s t test was used for comparisons between 2 groups. One-way analysis of variance (ANOVA) was used for comparisons among 3 or more groups. Two-way ANOVA was used for 2-factor analysis. Data were considered statistically significant at *P* < .05. Principal component analysis (PCA) was performed using MetaboAnalyst 5.0.

Other detailed methods are provided in the Supplementary Methods and include the following:

Reagents and antibodies
Whole mount in situ hybridization
Metabolomic analysis
RNA sequencing and analysis
Real-time PCR analysis
Lipid extraction and phosphatidylcholine measurement
Ceramide measurement

## Results

### Lethality-Based Screen Identifies Genes Essential for Organogenesis

To comprehensively identify genes involved in PrS formation, we screened 2 KO mouse databases, the MGI database (15 211 genes) and the IMPC database (7590 KO mouse lines), and looked for genes whose loss led to embryonic lethality by E10 (Fig. 1A). Of genes in the MGI database, loss of any one of 463 genes was found to be embryonic lethal between E4.5 and E9 (Supplementary Table S1). Similarly, of genes in the IMPC database, loss of any one of 417 genes resulted in embryonic lethality before E9.5 (Supplementary Table S2). Together, a total of 812 genes of interest was identified, including, as expected, the PrS-regulated gene *Brachyury T* (Supplementary Table S3).

**Figure 1.**
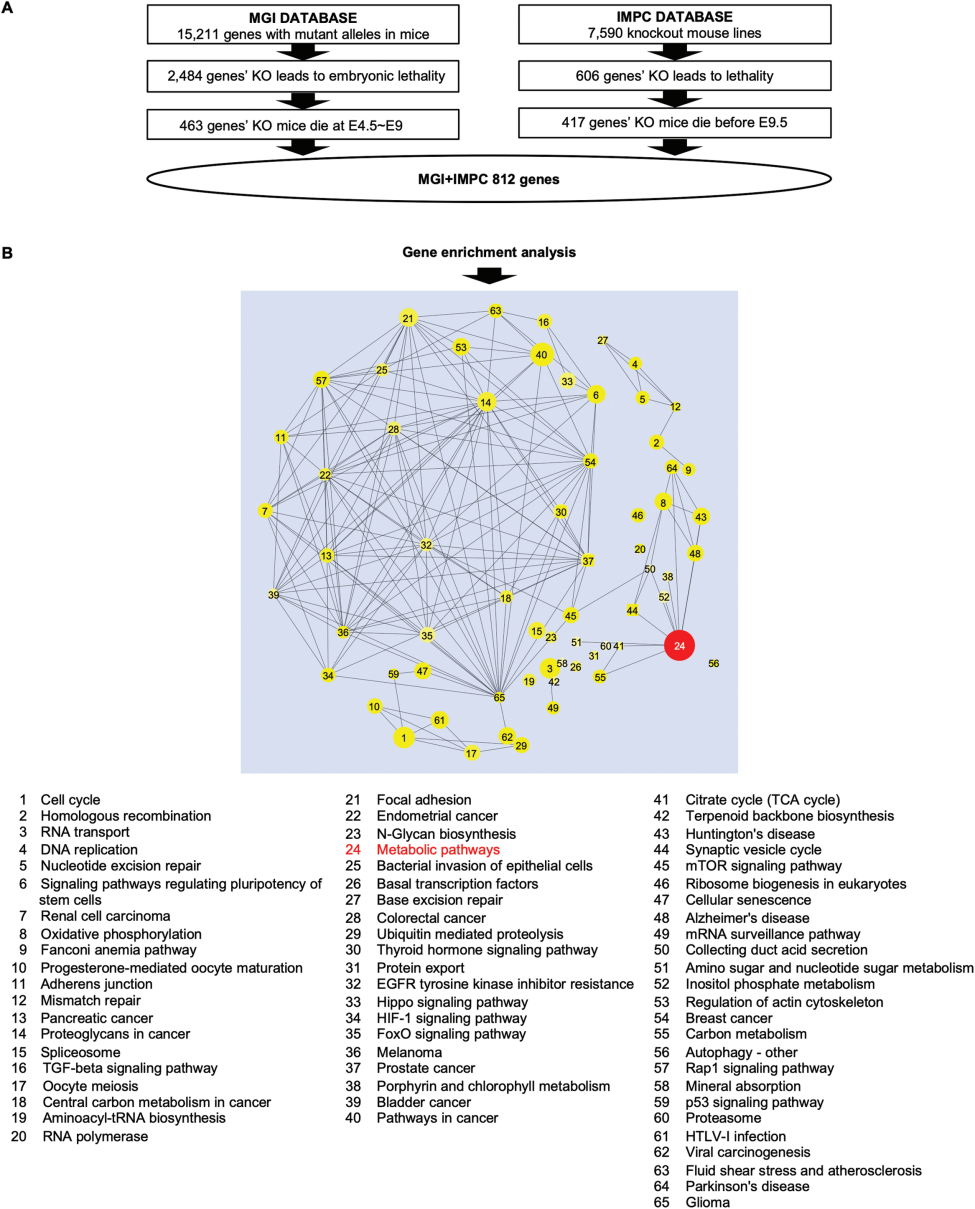
Comprehensive screening of knockout mouse databases for genes whose loss induces embryonic lethality by E10. (**A**) Diagram of the scheme used for KO mouse database screening. See main text for details. (**B**) Enrichment analysis. The circle size reflects the number of genes assigned to each term. The largest group, “Metabolic pathways,” is highlighted in red.

Enrichment analysis of the 812 candidate genes identified 65 cellular functional pathways of interest (Fig. 1B; Supplementary Table S4). These functional pathways formed a network involving genes needed for DNA replication, RNA metabolism, energy metabolism, and signal transduction, as well as diverse cellular responses such as the cell cycle and cell adhesion. The category encompassing the highest number (103) of genes of interest was “Metabolic pathways” (No. 24) (Fig. 1B and Supplementary Table S4). We then classified these 103 genes using the Database for Annotation, Visualization and Integrated Discovery (DAVID) and identified genes involved in glucose, mitochondrial, nucleic acid, and lipid metabolism (Supplementary Table S5 and Figs. S1-S8). These metabolic pathways are not only necessary for energy supply but are also important for synthesizing cellular components and for epigenetic regulation of gene expression, processes that are essential for proper biological activities. These results indicated that early embryonic development requires a variety of intact cellular functions, particularly metabolism.

### Inhibition of the Sphingolipid Metabolic Pathway Inhibits Cardiac Differentiation and Promotes Neural Differentiation of Mouse ES Cells

We previously observed increases in sphingomyelin and sphingosine in EBs upon failure of PrS formation caused by inhibition of mevalonate metabolism.^11^ To determine the biological significance of these changes, we focused on sphingolipid metabolism in the present study. Three genes (Serine Palmitoyltransferase Long Chain Base Subunit 2 (*Sptlc2*), UDP-Glucose Ceramide Glucosyltransferase (*Ugcg*), and N-Acylsphingosine Amidohydrolase 1 (*Asah1*)) are known to contribute to sphingolipid metabolism (Fig. 2A). To investigate the roles of the SPTLC2, UGCG, and ASAH1 proteins in PrS formation, we examined the effects of specific inhibitors of these enzymes (Myriocin^24,25^ for SPTLC2, NB-DNJ^26,27^ for UGCG, and D-NMAPPD^28-31^ for ASAH1) on mouse ES cell differentiation (Fig. 2A). Inhibitors were applied for days 3-6 of culture, and ES cell differentiation was analyzed on day 10 by light microscopy to detect cardiomyocyte beating, and by β-tubulin III immunostaining to detect neurite formation (Fig. 2B). We found that Myriocin inhibited both cardiomyocyte beating and the formation of β-tubulin III-positive neurites, resulting in cell death before PrS formation (Supplementary Fig. S9). In contrast, while both NB-DNJ and D-NMAPPD inhibited EB beating, these agents also promoted the formation of β-tubulin III-positive neurites in a dose-dependent manner (Fig. 2C, D). These data implied that UGCG and ASAH1 are important for normal PrS formation.

**Figure 2.**
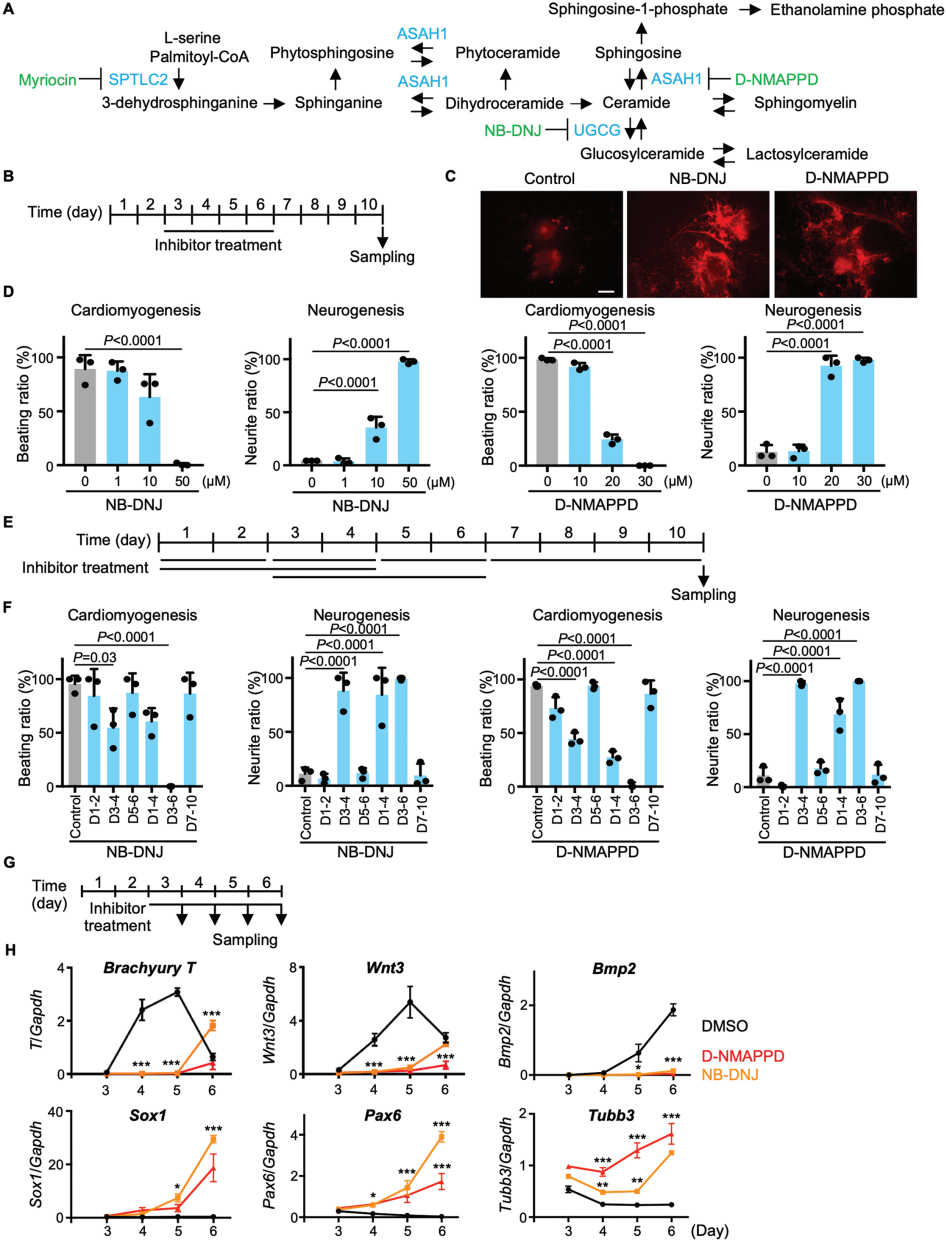
Effects of NB-DNJ and D-NMAPPD on PrS formation. (**A**) Diagram of the sphingolipid metabolic pathway. Genes encoding relevant enzymes and their specific inhibitors are shown in blue and green, respectively. (**B**) Experimental scheme for the EB differentiation assays in C and D. (**C**) Immunostaining of EBs with anti-β-tubulin III antibody to detect morphological changes after treatment with the indicated inhibitors for days 3-6. Scale bar = 400 μm. Data are representative of 3 biologically independent experiments. (**D**) Quantitation of dose-dependent effects of NB-DNJ or D-NMAPPD on EB cardiomyogenesis and neurogenesis. Data are the mean + s.d. of *n* = 3 biologically independent samples. Statistical analysis was performed by one-way ANOVA with the Tukey test. (**E**) Experimental scheme for the time course experiments in F. (**F**) Quantitation of cardiomyogenesis and neurogenesis in EBs that were treated with 50 μM NB-DNJ or 30 μM D-NMAPPD for the indicated periods. Data are the mean + s.d. of *n* = 3 biologically independent samples. Statistical analysis was performed by one-way ANOVA with the Tukey test. (**G**) Experimental scheme for the time course experiments in H. (**H**) Real-time PCR analysis of indicated genes’ mRNA levels in EBs treated with DMSO, 50 μM NB-DNJ, or 50 μM D-NMAPPD for days 3-6. Data are expressed relative to *Gapdh* and are the mean ± s.d. of *n* = 3 biologically independent samples. Statistical analysis was performed by 2-way ANOVA with the Dunnett’s multiple comparison test. *P < .05, **P < .01, ***P < .001.

To elucidate at which time point inhibition of UGCG by NB-DNJ or blockage of ASAH1 by D-NMAPPD impeded cell beating, we treated cells with each inhibitor for 6 time periods (days 1-2, 3-4, 5-6, 7-10, 1-4, and 3-6) and analyzed cell beating and neurite outgrowth on day 10 (Fig. 2E). NB-DNJ treatment on days 1-4, 3-4, and 3-6 efficiently depressed cell beating and promoted neurite outgrowth (Fig. 2F, left). Similar results were observed when ASAH1 was inhibited using D-NMAPPD (Fig. 2F, right). Thus, days 3-6 of EB development appear to be particularly dependent on sphingolipid metabolism.

To define the spatio-temporal effects of UGCG inhibition on PrS formation, we performed in situ hybridization to detect expression of the PrS marker *Brachyury T*. EBs were treated with NB-DNJ for days 3-4 or 3-6, and *Brachyury T* levels were examined on days 3, 4, 5 and 6 (Supplementary Fig. S10A). In control untreated EBs, *Brachyury T* expression was not seen on day 3 but peaked on day 4, gradually decreasing from day 5 to day 6 (Supplementary Fig. S10B). On the other hand, NB-DNJ treatment from days 3-6 largely suppressed *Brachyury T* expression. Interestingly, when NB-DNJ was applied only from days 3-4, *Brachyury T* expression was suppressed on day 4 but had recovered by day 5 following the removal of NB-DNJ. Real-time PCR experiments confirmed that NB-DNJ and D-NMAPPD treatment from days 3-6 attenuated the induction of PrS markers such as *Brachyury T*, *Wnt3*, and *Bmp2* (Fig. 2G and 2H, top). Instead, the drug treatment induced mRNA expression of neural markers such as *Sox1*, *Pax6*, and *Tubb3* (Fig. 2H, bottom). Thus, inhibition of ASAH1 or UGCG at days 3-4 of EB development blocks PrS formation and inhibits cardiomyocyte differentiation while inducing neural differentiation.

### UGCG Inhibition in EBs Decreases Lactosylceramide While Increasing Sphingomyelin

To investigate the changes in sphingolipid metabolism induced by UGCG inhibition, we analyzed lipophilic metabolites using LC-TOF/MS. EBs were treated with NB-DNJ on days 3-4 or 3-6 of development and metabolites were extracted on day 6 (Fig. 3A), leading to the identification of 124 peaks representing lipophilic metabolites (Supplementary Table S6). Clustering analysis revealed that NB-DNJ treatment induced time-dependent changes in metabolite abundance (Fig. 3B). Principal component analysis confirmed a time-dependent change in metabolite abundance relative to the PC1 axis (Fig. 3C), with the major contributors to the PC1 axis being sphingolipid-related metabolites such as lactosylceramide and sphingomyelin (Supplementary Table S7). NB-DNJ treatment for days 3-6 (but not days 3-4) decreased lactosylceramide levels and conversely increased sphingomyelin levels (Fig. 3D). These results indicated that, as expected (Fig. 2A), ceramide accumulates in response to UGCG inhibition.

**Figure 3.**
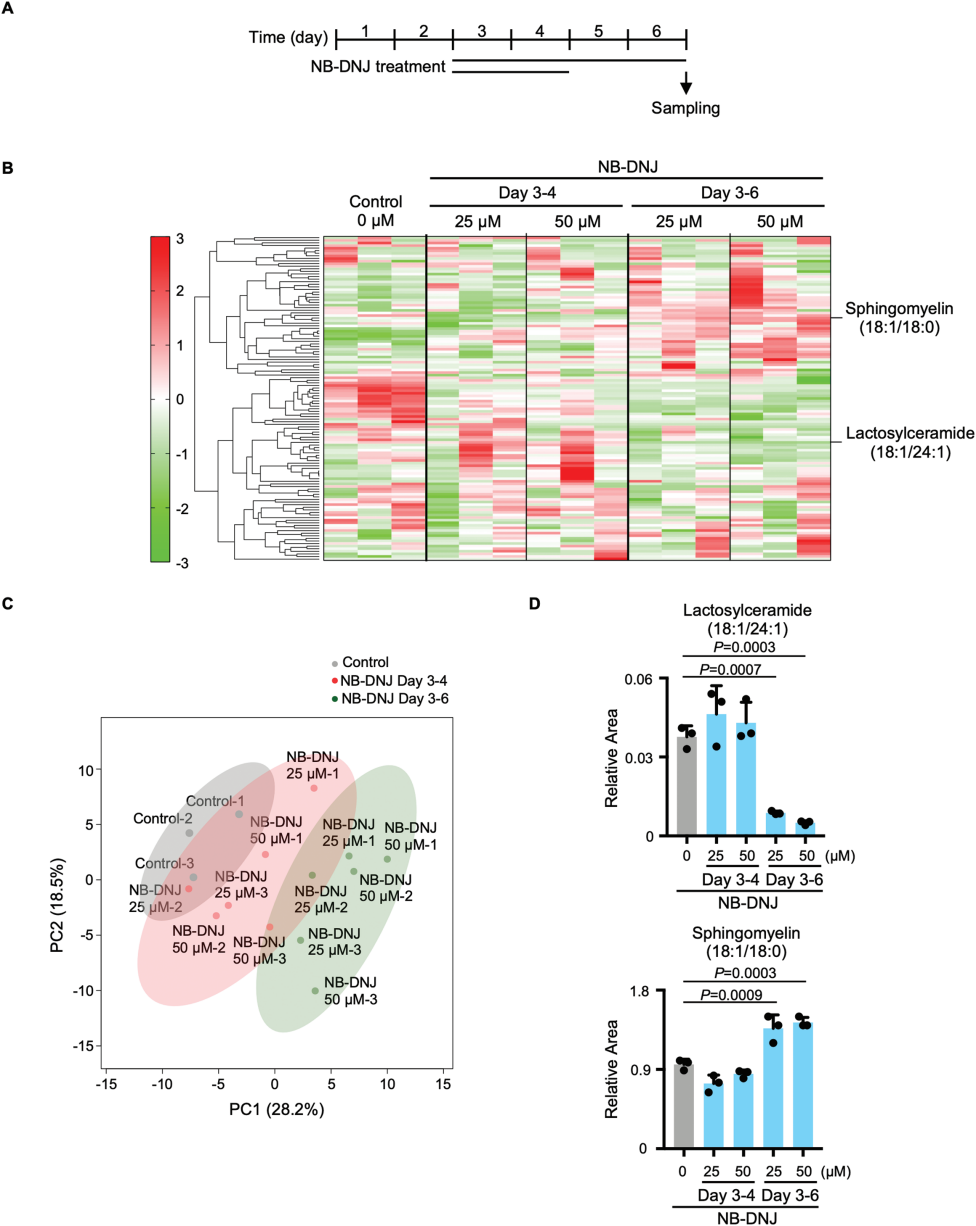
Effects of NB-DNJ on lipid metabolism. (**A**) Experimental scheme for metabolomic analysis of NB-DNJ-treated EBs. (**B**) Clustering analysis of lipid metabolites in control EBs and in EBs treated with the indicated concentrations of NB-DNJ for the indicated periods. Red, upregulated metabolites; green, downregulated metabolites. (**C**) PCA plot of lipid metabolites in the control and NB-DNJ-treated EBs in B. (**D**) Quantitation of lactosylceramide (upper panel) and sphingomyelin (lower panel) in EBs treated with NB-DNJ as indicated. Data are expressed as the relative area, which indicates the amount of a metabolite normalized to internal standards, and are the mean + s.d. of *n* = 3 biologically independent samples. Statistical analysis was performed by one-way ANOVA with the Tukey test.

Next, we measured ceramide levels in EBs directly. To this end, samples were taken at 0, 6, and 24 hours after NB-DNJ treatment of day 3 EBs. After 24 hour of incubation with NB-DNJ, EBs had accumulated significant levels of a specific species of ceramide (C16:0) while also showing decreases in galactosyl/glucosylceramide and lactosylceramide (Supplementary Fig. S11). Thus, UGCG inhibition in EBs leads to an increase in intracellular ceramide and thus altered levels of ceramide-related metabolites such as galactosyl/glucosylceramide, lactosylceramide, and sphingomyelin.

### Intracellular Ceramide Inhibits Cardiac Differentiation and induces Neural Differentiation

Ceramide functions both at the plasma membrane and as a signaling molecule within the cell.^32^ We therefore examined the effect on EBs of treatment on days 3-6 with one of 2 types of ceramide: cell-impermeable C16 ceramide or cell-permeable C2 ceramide (Fig. 4A). C16 ceramide did not decrease cell beating and did not induce neurite formation over a concentration range of 20-80 µM (Fig. 4B). In contrast, C2 ceramide inhibited cell beating in a dose-dependent manner and simultaneously triggered neurite formation (Fig. 4C). Next, ES cells were treated with C2 ceramide for days 1-2, 3-4, 1-4, 3-6, 5-6, or 7-10 to elucidate at which time point this lipid blocked cardiac differentiation (Fig. 4D). We found that C2 ceramide treatment on days 3-4 efficiently inhibited cell beating and promoted neurite formation (Fig. 4E). These data implied that ceramide was responsible for the reduction in cardiac differentiation induced by UGCG inhibition.

**Figure 4.**
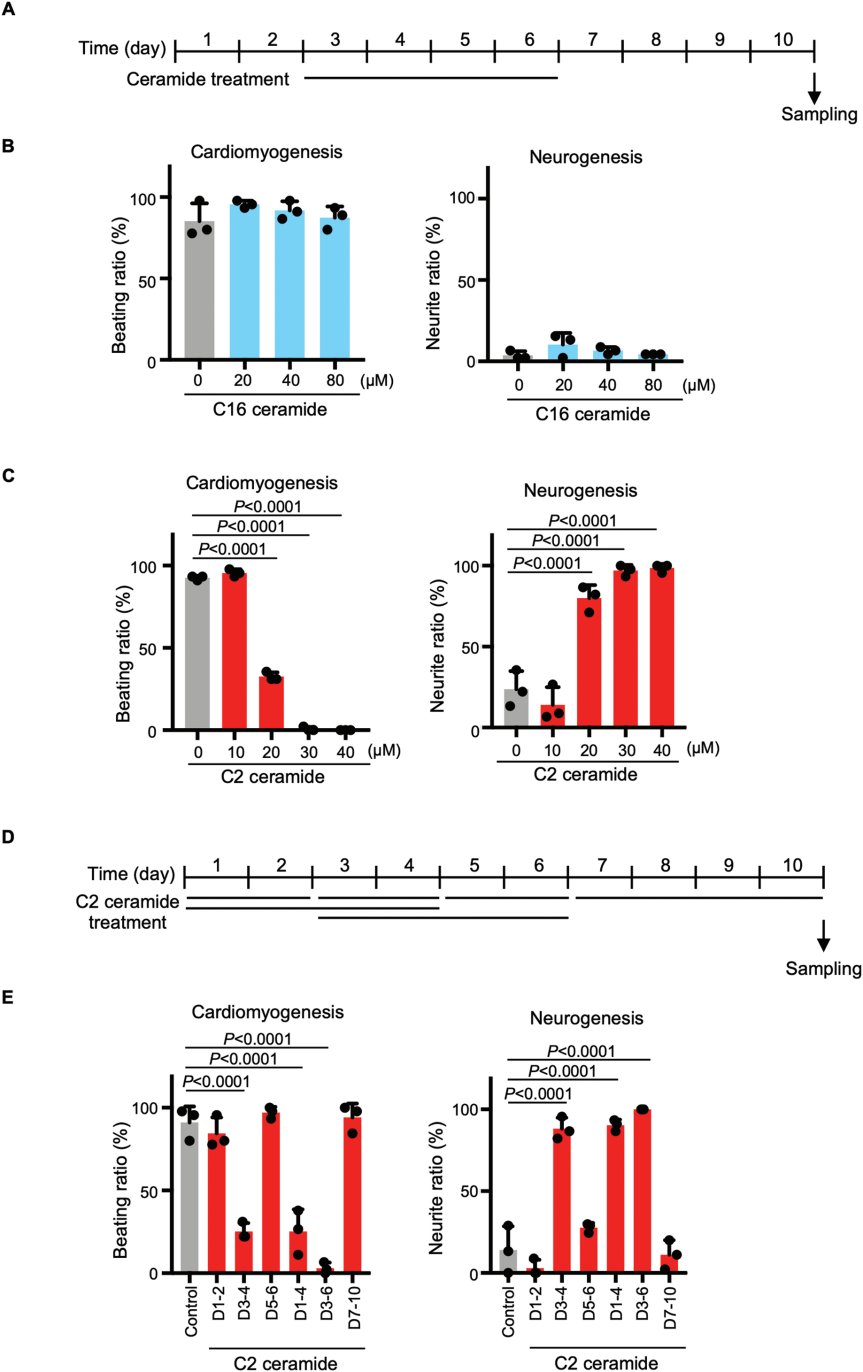
Effects of ceramides on cardiomyogenesis and neurogenesis. (**A**) Experimental scheme for the EB differentiation experiments in B and C. (**B**) Quantitation of cardiomyogenesis and neurogenesis in EBs that were treated with the indicated concentrations of C16 ceramide for days 3-6. Data are the mean + s.d. of *n* = 3 biologically independent samples. Statistical analysis was performed by one-way ANOVA with the Tukey test. (**C**) Quantitation of cardiomyogenesis and neurogenesis in EBs that were treated with the indicated concentrations of C2 ceramide for days 3-6. Data are the mean + s.d. of *n* = 3 biologically independent samples. Statistical analysis was performed by one-way ANOVA with the Tukey test. (**D**) Experimental scheme for time course experiments in E. (**E**) Quantitation of cardiomyogenesis and neurogenesis in EBs treated with 30 μM C2 ceramide for the indicated periods. Data are the mean + s.d. of *n* = 3 biologically independent samples. Statistical analysis was performed by one-way ANOVA with the Tukey test.

### Ceramide Suppresses the Expression of PrS Formation-Related Genes

To examine changes in gene expression during C2 ceramide treatment, we performed transcriptomic analyses. 

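For RNA sequencing, mouse ES cells were grown as embryoid bodies (EBs), aggregates in which the first cell lineages form in culture. The 3 libraries came from DMSO-treated EBs on day 3, DMSO-treated EBs on day 4, and EBs on day 4 treated with 30 μM C2 ceramide, a short-chain ceramide that enters cells. Each condition had 1 library and no replicate, so differences are given by their size, without a test. The cDNA was made with the SMART-Seq v4 kit and sequenced on a NovaSeq 6000. The authors mapped the reads with DRAGEN 3.6.3 to the mouse genome GRCm38 with the GENCODE M25 annotation, and deposited TPM values and estimated counts for 55487 genes. Total counts were 33619197 for DMSO day 3, 35078820 for DMSO day 4 and 35290094 for C2 ceramide day 4. In the same order, 13456, 13683 and 13421 genes had a TPM of at least 1, and transcripts of the mitochondrial genome made up 0.768%, 0.651% and 0.703% of the counts. Ratios were taken for the 17655 genes with at least 10 counts in at least 1 library, after a TPM of 0 was set to 0.001. A gene is called higher or lower where its TPM ratio was above 2 or below 0.5, the thresholds the paper states. An interval beside the log2 ratio of a gene is the 95% interval from the counts, which covers counting error in these libraries and not variation between cultures. Over all genes, the median log2 ratio was 0.05 for DMSO day 4 over DMSO day 3 and −0.03 for C2 ceramide day 4 over DMSO day 4. Lists of genes of cell types and pathways were fixed before the data were examined, and the median of each is compared with those of 10000 random lists of the same size and expression. The paper's figures had already shown the direction of some members, such as T, Wnt3, Bmp2 and Sox1. Comparisons of the streak, mesoderm and neural lists are thus partly set in advance.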

We sought to examine 2 pools of genes: pool A, containing genes whose expression increased early during PrS formation but could be suppressed by ceramide; and pool B, containing genes that are not normally involved in early PrS formation but could be induced by ceramide. To perform these analyses, EBs were treated with solvent only (DMSO) or C2 ceramide from days 3-4, with RNA extracted on day 3 or day 4 (Fig. 5A; Supplementary Table S8).

**Figure 5.**
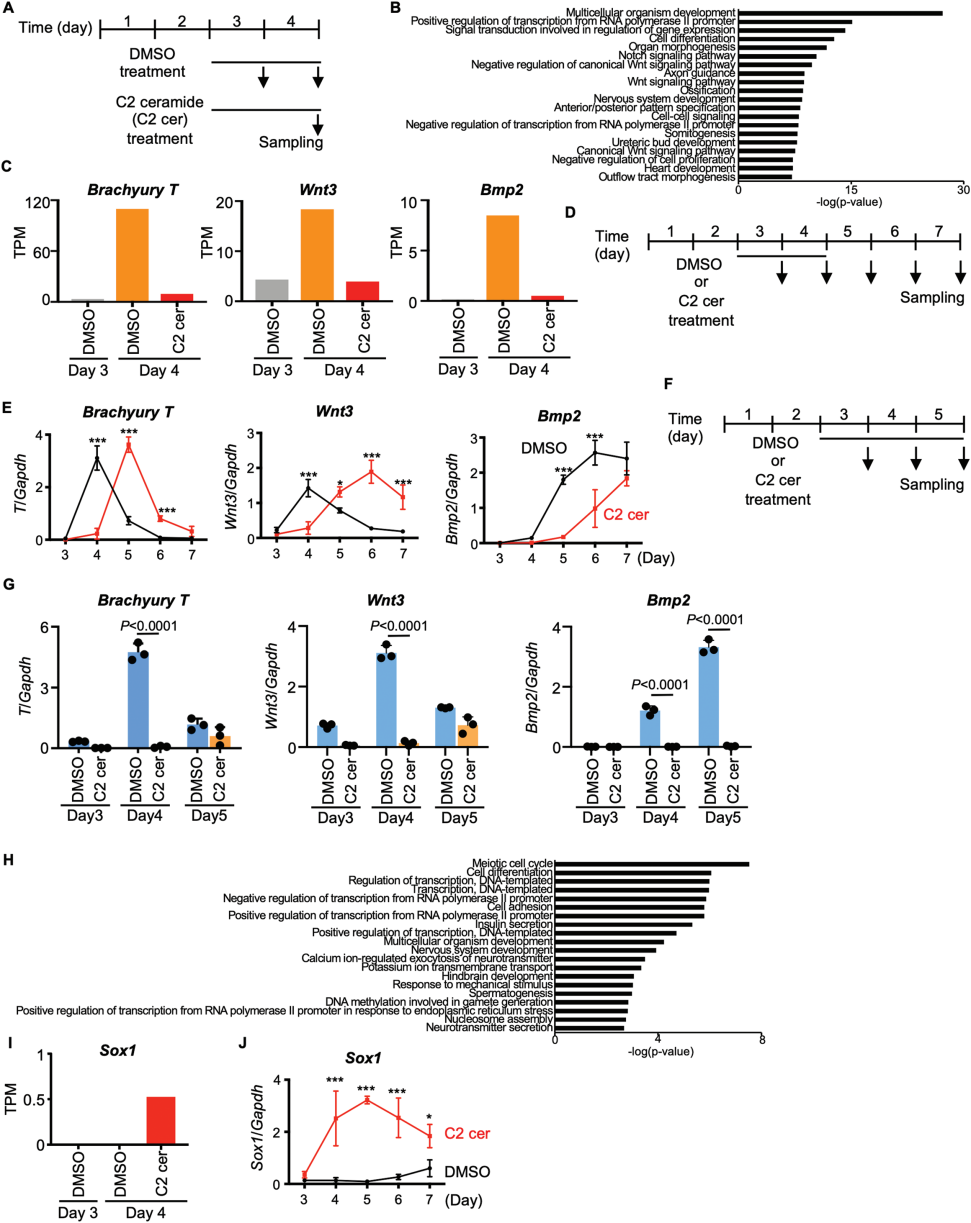
Effects of ceramide on gene expression. (**A**) Experimental scheme for the transcriptomic analysis of EBs that were treated with DMSO (vehicle control) or 30 μM C2 ceramide for days 3-4. (**B**) GO analysis of genes whose expression levels in control EBs increased on day 4 compared to day 3, but were inhibited by C2 ceramide treatment. (**C**) Quantitation of *Brachyury T*, *Wnt3* and *Bmp2* mRNA levels in the EBs in (A), as determined by RNA-sequencing analysis. Data are expressed as transcripts per million (TPM). (**D**) Experimental scheme for the time course assays in E and J. (**E**) Real-time PCR analysis of *Brachyury T*, *Wnt3* and *Bmp2* mRNA levels in EBs treated with DMSO or 30 μM C2 ceramide for days 3-4. Data are expressed relative to *Gapdh* and are the mean ± s.d. of *n* = 3 biologically independent samples. Statistical analysis was performed by 2-way ANOVA with the Bonferroni test. *P < .05, **P < .01, ***P < .001. (**F**) Experimental scheme for the real-time PCR experiments in G. (**G**) Real-time PCR analysis of *Brachyury T*, *Wnt3* and *Bmp2* mRNA levels in EBs treated with 45 μM C2 ceramide for days 3-5. Data are expressed relative to *Gapdh* and are the mean ± s.d. of *n* = 3 biologically independent samples. Statistical analysis was performed by 2-way ANOVA with the Tukey test. (**H**) GO analysis of genes whose expression levels in control EBs did not increase on day 4 compared to day 3, but were induced by C2 ceramide treatment. (**I**) Quantitation of *Sox1* mRNA levels in the EBs in (A), as determined by RNA-sequencing analysis. Data were analyzed as for (C). (**J**) Real-time PCR analysis of *Sox1* mRNA levels in EBs treated with DMSO or 30 μM C2 ceramide for days 3-4. Data were analyzed as for (E).

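Between day 3 and day 4, transcripts of the first mesoderm and endoderm cells became more abundant in DMSO-treated EBs. Of 18 genes of the primitive streak, where mesoderm and endoderm arise in the embryo, 14 were higher on day 4 and none was lower, with a median log2 ratio of 3.75. Among 20 genes of nascent and paraxial mesoderm, 18 were higher and 1 was lower, with a median of 4.02, or 3.57 with genes at 0 counts placed at their bound. Of 17 genes of lateral and cardiac mesoderm, 13 were higher and 1 was lower, with a median of 2.70. For 12 genes of definitive endoderm and node, 11 were higher and none was lower. All of these medians lay above those of the 10000 random lists. Lhx1, a homeobox gene of the streak and node, went from 0.101 to 139.4 TPM, a log2 ratio of 10.43 (interval 9.59 to 11.43). Sox17, a transcription factor gene of endoderm, went from 0.515 to 253.7 TPM, and Cyp26a1, which encodes an enzyme that degrades retinoic acid, from 1.29 to 444 TPM. Genes lower on day 4 included Pou3f1, a transcription factor gene of the epiblast and neural tissue, at 97.2 and 20.8 TPM, and Slc7a3, which encodes an amino acid transporter, at 214 and 57.0 TPM. In total, 2266 genes (12.8% of 17655) were higher and 1668 were lower on day 4. Libraries simulated with no difference, from counting error alone, gave a mean of 182 higher genes (range 153 to 211 in 100 draws). With an assumed coefficient of variation of 0.2 between cultures, the mean was 473 (range 418 to 554). This variation was drawn separately for each gene, so shifts shared by many genes between cultures were not simulated.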

To identify genes in pool A, we first looked for genes whose mRNA levels increased on day 4 compared to day 3 of DMSO treatment and identified 1752 such genes in DMSO-treated EBs (Supplementary Table S9 and Fig. S12A). We then measured the mRNA levels of these 1752 genes in EBs treated with C2 ceramide from days 3-4, with RNA extracted on day 3 or 4, and identified 945 genes whose expression was decreased by ceramide treatment. 

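With C2 ceramide, 1174 of the 2266 genes that were higher on DMSO day 4 (51.8%) had less than 0.5 times their DMSO day 4 level, 190 had more than 2 times that level, and 902 lay between. Among the largest decreases were genes of mesoderm and endoderm. Cer1, which encodes a secreted antagonist of Nodal and BMP made by anterior endoderm, was at 330.9 TPM with DMSO and 0.564 TPM with C2 ceramide on day 4, a log2 ratio of −9.20 (interval −9.83 to −8.63). Mesp1, a transcription factor gene of early mesoderm that gives rise to the heart, was at 83.1 and 0.509 TPM, a log2 ratio of −7.35 (interval −8.19 to −6.63). For Gata6, a transcription factor gene of endoderm and heart, the log2 ratio was −5.61 (interval −5.98 to −5.25), and for Dkk1, which encodes a secreted Wnt antagonist, −5.45 (interval −5.92 to −5.01). Mesp2, a gene of somite formation, had 1195 counts with DMSO and 0 with C2 ceramide, so it was at least 401-fold lower against a floor of 3 counts per library. Lgr5, a Wnt target that encodes an R-spondin receptor, had 1029 and 0 counts and was at least 345-fold lower. Across the 1174 genes, the median log2 ratio was 2.63 for DMSO day 4 over DMSO day 3 and −2.42 for C2 ceramide over DMSO day 4. Set against DMSO day 3, 682 of them (58.1%) were within 2-fold with C2 ceramide, 292 (24.9%) were higher and 200 (17.0%) were lower. Only 510 of the 1174 genes had at least 10 counts in every library. A TPM of 0 was set to 0.001, which can enlarge the ratios behind both medians. A gene at 0 TPM both on DMSO day 3 and with C2 ceramide counts as within 2-fold. DMSO day 4 enters both steps of the selection, so part of the excess over chance may come from that library. With no difference between conditions, simulated libraries gave a mean of 44.4 genes meeting both steps from counting error (range 32 to 63). With the coefficient of variation of 0.2, again drawn separately for each gene, the mean was 100 (range 70 to 129). If both steps were independent, 278.8 genes would meet both.

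**Figure D1:**
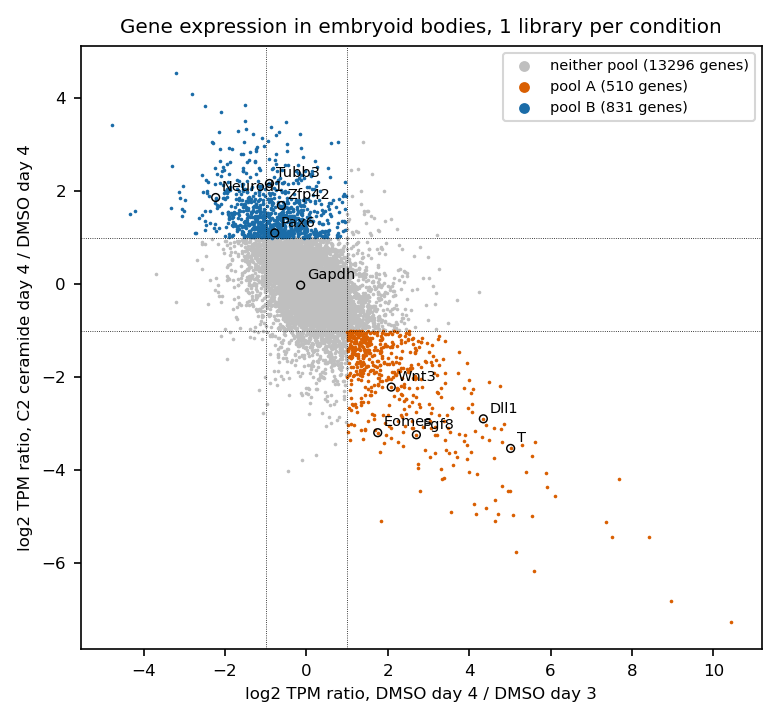
Each point is 1 of 14637 genes with at least 10 counts in every library, by its log2 TPM ratio of DMSO day 4 over DMSO day 3 (horizontal) and of C2 ceramide day 4 over DMSO day 4 (vertical). Genes higher on DMSO day 4 and lower with C2 ceramide (pool A, 510 plotted) lie at the lower right, and genes not higher on DMSO day 4 and higher with C2 ceramide (pool B, 831 plotted) at the upper left and centre.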

When these 945 genes were analyzed by Gene Ontology (GO), “Multicellular organism development” was the highest ranked term (Fig. 5B). 

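Terms of embryonic development were among the leading GO terms of pool A. The annotation was taken from the authors' gene table, and terms of at least 10 genes were ranked by the hypergeometric tail among 14056 annotated genes in use, 886 of them in pool A. Multicellular organism development ranked first of 2356 terms, with 125 of its 811 genes in the pool against 51.1 expected, a ratio of 2.45. Sets of genes matched on expression held 68.0 of them on average and at most 100. Animal organ morphogenesis came next, with 32 of 99 genes and a ratio of 5.13. Cell-cell signaling, with 21 of 53 genes, and signal transduction involved in regulation of gene expression, with 14 of 22, followed at ranks 3 and 4. Positive regulation of transcription by RNA polymerase II had 104 of 945 genes in the pool against 59.6 expected, at rank 10. Homophilic cell adhesion ranked 12 with 24 of 109 genes, and G protein-coupled receptor signaling ranked 18 with 40 of 280, where matched sets held 38.6. Terms of the germ layers were also among the first 20: somitogenesis with 15 of 48 genes, mesoderm formation with 12 of 32, and endoderm formation with 8 of 15. For the Notch signaling pathway, which sets somite boundaries and cell fate, 22 of 94 genes were in the pool, at rank 13. Heart development, with 35 of 232 genes, followed at rank 21, and nervous system development, with 42 of 342, at rank 47. For nervous system development the ratio was 1.95, and matched sets held 29.05 of its genes on average. When the background was limited to the 1695 annotated genes that were higher on DMSO day 4, multicellular organism development had 111 genes expected, a ratio of 1.12, and ranked 25.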

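The T gene (Brachyury T), which encodes the T-box factor that marks the streak, lies on chromosome 17 of GRCm38 from 8434423 to 8442496. Its level was 3.39 TPM on DMSO day 3, 109.8 TPM on DMSO day 4 and 9.47 TPM with C2 ceramide on day 4, a log2 ratio of −3.54 between the day 4 libraries (interval −3.69 to −3.38). Wnt3, the ligand that starts streak formation, lies on chromosome 11 from 103774150 to 103817957. It was at 4.34, 18.4 and 3.96 TPM in the same order, with a log2 ratio of −2.22 (interval −2.39 to −2.05). Bmp2, which encodes a BMP ligand of cardiac mesoderm, lies on chromosome 2 from 133552159 to 133562885. It was at 0.144, 8.49 and 0.511 TPM, with a log2 ratio of −4.06 (interval −4.51 to −3.63). With C2 ceramide, 15 of the 18 primitive streak genes were lower than with DMSO on day 4, none was higher, and 14 were in pool A, where matched random lists held 0.594 on average and at most 5. The list includes T, Wnt3, Wnt3a, Fgf8 and Eomes, which the paper itself shows as lower. The median log2 ratio of the list was −3.39, below those of all 10000 random lists. Lhx1 had a log2 ratio of −7.26 (interval −7.74 to −6.82), and Fgf3, which encodes an FGF ligand of the streak, one of −6.17 (interval −6.76 to −5.63). Relative to DMSO day 3, 9 of the 18 genes were higher with C2 ceramide and 1 was lower, with a median log2 ratio of 0.64.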

Genes associated with “Multicellular organism development” included the PrS markers *Brachyury T* and *Wnt3*, and the mesoderm marker *Bmp2* (Fig. 5C), as well as additional genes regulating PrS formation (Supplementary Fig. S12B and S12C).

To follow the expression of *Brachyury T* and *Wnt3* over time, we treated EBs with DMSO or C2 ceramide on days 3-4, collected EBs daily on days 3-7, and analyzed extracts by real-time PCR (Fig. 5D, E). The mRNA levels of *Brachyury T* and *Wnt3* peaked on day 4 in DMSO-treated EBs (Fig. 5E), but were suppressed on day 4 in C2 ceramide-treated EBs. However, *Brachyury T* and *Wnt3* mRNA levels recovered after the cessation of C2 ceramide treatment, peaking on days 5 and 6, respectively. In contrast, expression of the mesoderm marker *Bmp2* peaked on day 6 after DMSO treatment, whereas C2 ceramide treatment suppressed *Bmp2* expression and shifted its peak to day 7 or beyond. We further examined the expression patterns of these genes in EBs continuously treated with C2 ceramide during days 3-5 (Fig. 5F) and observed almost complete suppression of *Brachyury T*, *Wnt3*, and *Bmp2* expression (Fig. 5G). These results suggested that the expression of genes essential for PrS formation can be reversibly regulated by C2 ceramide.

Next, we attempted to identify genes in pool B, which contained genes showing the opposite expression pattern; that is, genes showing no change in mRNA level on day 4 compared to day 3 of DMSO treatment of EBs, but which were increased in expression on day 4 after C2 ceramide treatment on days 3-4. We observed that, among 20 222 genes showing no change in expression in DMSO-treated EBs on day 4, the mRNA levels of 1279 of them were increased on day 4 by C2 ceramide treatment (Supplementary Table S10 and Fig. S12D). 

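Genes in pool B, which were not higher on DMSO day 4 and were higher with C2 ceramide, numbered 1570 of 15389 (10.2%). They held 12 of 16 genes of naive pluripotency and 14 of 30 genes of meiosis and germline, where matched random lists held 0.611 and 3.65 on average. Of neuronal differentiation they held 6 of 15 genes, and of neuroectoderm and neural progenitors 7 of 24. Here matched random lists held 1.87 and 3.18 on average and at most 8 and 10. For ER stress and amino acid response it was 8 of 20 genes against 0.817, and for histone genes 14 of 59 against 4.14. None of the 18 primitive streak genes was in pool B. Nr0b1, a nuclear receptor gene of ES cells, was at 18.7 TPM with DMSO and 119.5 TPM with C2 ceramide on day 4, a log2 ratio of 2.68 (interval 2.57 to 2.78). Vax2, a homeobox gene of the ventral eye and forebrain, had a log2 ratio of 3.29 (interval 2.88 to 3.73), and the antisense gene Vax2os at its locus also had more counts, at 61 and 162. For Crabp2, which encodes a retinoic acid-binding protein, the log2 ratio was 2.80 (interval 2.59 to 3.01), and for Nupr1, a stress-induced transcriptional regulator, 2.72 (interval 2.45 to 3.00). Gbx2, a homeobox gene of the anterior hindbrain, went from 2.76 to 17.2 TPM. D130058E05Rik, which overlaps it on the opposite strand, also had more counts, at 111 and 356. Zfp618, a zinc finger gene, had a TPM log2 ratio of 3.03, although its counts were 390 with DMSO and 262 with C2 ceramide. A processed transcript assigned 0 TPM with DMSO took 31.4 of the 34.3 TPM of the gene with C2 ceramide, and the coding transcript was at 2.51 and 1.99 TPM. Of the 1570 genes, 872 (55.5%) were lower on DMSO day 4 than on DMSO day 3, and 698 (44.5%) were within 2-fold. Relative to DMSO day 3, 634 (40.4%) were higher with C2 ceramide by more than 2-fold, and 383 (24.4%) were not above it. In simulated libraries with no difference, the mean number of pool B genes was 150 from counting error (range 118 to 178). With the coefficient of variation of 0.2 it was 453 (range 389 to 564). Of these, means of 64.3 and 166 genes were also lower on DMSO day 4 than on DMSO day 3. If both steps, which again share DMSO day 4, were independent, 1534.1 genes would meet both.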

GO analysis of these 1279 genes showed that “Multicellular organism development” and “Nervous system development” were among the top 20 terms (Fig. 5H). 

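Germline and neural terms were both present among the GO terms of pool B, which held 1166 annotated genes. The meiotic cell cycle ranked second of 2356 terms, with 23 of 98 genes in the pool against 8.13 expected, a ratio of 2.83. Sets matched on expression held 9.59 of these genes on average and at most 22. Its members included Piwil2, which encodes a Piwi protein of the germline, with a log2 ratio of C2 ceramide over DMSO on day 4 of 2.51, and Tex11, a gene of meiotic recombination, with 2.18. The piRNA metabolic process had 6 of 11 genes in the pool, at rank 8, and hindbrain development 7 of 20, at rank 19. Regulation of transcription had the first rank, with 137 of 1123 genes, and cell adhesion, with 44 of 266, the fourth. G protein-coupled receptor signaling, with 46 of 280 genes, was at rank 3, and transmembrane transport, with 56 of 379, at rank 5. For these terms the sets matched on expression held 45.1 and 54.3 genes on average, so a leading rank alone does not set a term apart. Nervous system development had 44 of 342 genes in the pool against 28.4 expected, a ratio of 1.55, at rank 37. The sets matched on expression held 36.9 of its genes on average, which places the pool at percentile 89.9 of them. For multicellular organism development the number was 85 of 811 genes against 67.3 expected, a ratio of 1.26, at rank 100, and matched sets held 87.1. Limited to genes not higher on DMSO day 4, the meiotic, nervous system and multicellular terms ranked 8, 21 and 13, and among all annotated genes of the table 39, 10 and 20.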

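Pax6, which encodes a paired-box factor of neural progenitors, lies on chromosome 2 of GRCm38 from 105668900 to 105697364. It was at 0.738 TPM on DMSO day 3, 0.430 TPM on DMSO day 4 and 0.921 TPM with C2 ceramide, from 43, 23 and 66 counts. The log2 ratio of C2 ceramide over DMSO on day 4 was 1.10 (interval 0.39 to 1.85), so at this depth the interval includes ratios under 2-fold. Neurod1, a proneural transcription factor gene, lies on chromosome 2 from 79452521 to 79456751 and overlaps Cerkl on the same strand. It was at 1.03, 0.220 and 0.799 TPM, from 64, 14 and 50 counts, a log2 ratio of −2.23 for DMSO day 4 over DMSO day 3 and of 1.86 (interval 0.98 to 2.83) for C2 ceramide over DMSO on day 4. With C2 ceramide the level was 0.774 times that of DMSO day 3. Among 24 genes of neuroectoderm and neural progenitors, 8 were higher with C2 ceramide than with DMSO on day 4, 3 were lower and 13 were within 2-fold. En2, a homeobox gene of the midbrain and hindbrain, had a log2 ratio of 2.25 (interval 1.67 to 2.87), and Cdh2, which encodes N-cadherin of neural and mesodermal cells, had −3.13 (interval −3.23 to −3.03). Of the 8 higher genes, Sox1, Gbx2, Lhx2 and Hesx1 were also more than 2-fold above DMSO day 3, and Pax6 was within 2-fold. En2, Sox3 and Rax were below DMSO day 3, with log2 ratios of −0.22, −0.11 and −1.11. The median of the list was 0.27 (95% bootstrap interval over its genes −0.22 to 1.10), at percentile 96.3 of the random lists, and −0.09 among its genes with at least 100 counts in at least 1 library. Relative to DMSO day 3, 10 of the 24 genes were higher with C2 ceramide and 2 were lower, with a median log2 ratio of 0.90, above those of all random lists. Several of them, such as Cdh2, also rose without C2 ceramide. On DMSO day 4, 8 of the 24 genes were higher than on DMSO day 3 and 4 were lower. The median log2 ratio of that comparison was 0.24, at percentile 79.5.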

The “Multicellular organism development” category included the neural differentiation markers *Neurod1* and *Pax6* (Supplementary Fig. S12E). 

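Sox1, which encodes a SOX factor of the neural plate, lies on chromosome 8 of GRCm38 from 12395295 to 12400126. It had 0 counts on DMSO day 3, 0 counts on DMSO day 4 and 66 counts, or 0.524 TPM, with C2 ceramide on day 4. Against the floor of 3 counts per library, it was at least 21.9-fold higher with C2 ceramide than with DMSO on day 4. Sox1ot, which overlaps the gene on the same strand, had 1 count and 4 counts in the day 4 libraries. Of 15 genes of neuronal differentiation, 6 were higher with C2 ceramide than with DMSO on day 4, 1 was lower and 8 were within 2-fold. Tubb3, which encodes the neuronal β-tubulin III, was at 6.93, 3.69 and 16.5 TPM on DMSO day 3, DMSO day 4 and C2 ceramide day 4, with a log2 ratio of 2.16 (interval 1.93 to 2.40) between the day 4 libraries. It overlaps Galnt2l on the same strand, which had 217 and 59.4 counts on day 4. Gap43, which encodes a protein of growing axons, was at 12.1, 3.97 and 27.7 TPM, with a log2 ratio of 2.80 (interval 2.54 to 3.07). For Snap25, which encodes a protein of synaptic vesicle release, the log2 ratio was 2.34 (interval 1.58 to 3.17) from 18 and 73 counts. Relative to DMSO day 3, Snap25, Neurod1 and Syt1 had log2 ratios of −0.24, −0.37 and −0.15 with C2 ceramide. Of the other higher genes, Tubb3 and Gap43 were more than 2-fold above DMSO day 3, and Nefm had a log2 ratio of 0.77. The median log2 ratio of the list was 0.34 (95% bootstrap interval over its genes −0.53 to 1.86), at percentile 96.1 of the random lists. Relative to DMSO day 3 it was 0.16, at percentile 71.6.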

The “Nervous system development” category included the neural differentiation markers *Sox1* and *Neurod1*, whose expression levels on day 4 were increased by C2 ceramide treatment (Fig. 5I and Supplementary Fig. S12E and S12F). Real-time PCR analysis of time-dependent *Sox1* expression revealed that C2 ceramide treatment on days 3-4 significantly induced *Sox1* mRNA with a peak on day 5 (Fig. 5J). Moreover, C2 ceramide treatment during days 3-5 also induced the mRNA expression of the neural differentiation markers *Sox1*, *Pax6*, and *Tubb3* (Supplementary Fig. S13). Thus, C2 ceramide treatment of EBs inhibits the expression of genes essential for PrS formation and, conversely, induces the expression of genes related to neurogenesis.

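Compared with DMSO on day 4, 1760 genes were higher and 2172 were lower with C2 ceramide. The lower genes included most members of the lists of nascent and paraxial and of lateral and cardiac mesoderm. Of the 20 genes of nascent and paraxial mesoderm, 15 were lower with C2 ceramide and none was higher, with a median log2 ratio of −2.83. Of the 17 genes of lateral and cardiac mesoderm, 12 were lower and none was higher, with a median of −2.44. Hand1, a transcription factor gene of cardiac and extraembryonic mesoderm, had a log2 ratio of −4.25 (interval −5.03 to −3.57), and Gata4, a transcription factor gene of heart and endoderm, had −3.72 (interval −3.89 to −3.56). Relative to DMSO day 3, the median was 1.38 for nascent and paraxial mesoderm, or 1.16 with genes at 0 counts at their bound, and 0.52 for lateral and cardiac mesoderm. Over the whole set of genes, log2(TPM + 1) with C2 ceramide had a Pearson's r of 0.984 with DMSO day 3 and of 0.976 with DMSO day 4, against 0.977 between the DMSO libraries. These are correlations across genes, which are not independent replicates. From the lower levels of PrS markers and the higher levels of neural genes, together with its real-time PCR data, the paper concludes that C2 ceramide inhibits genes essential for PrS formation and induces genes related to neurogenesis.

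**Figure D2:**
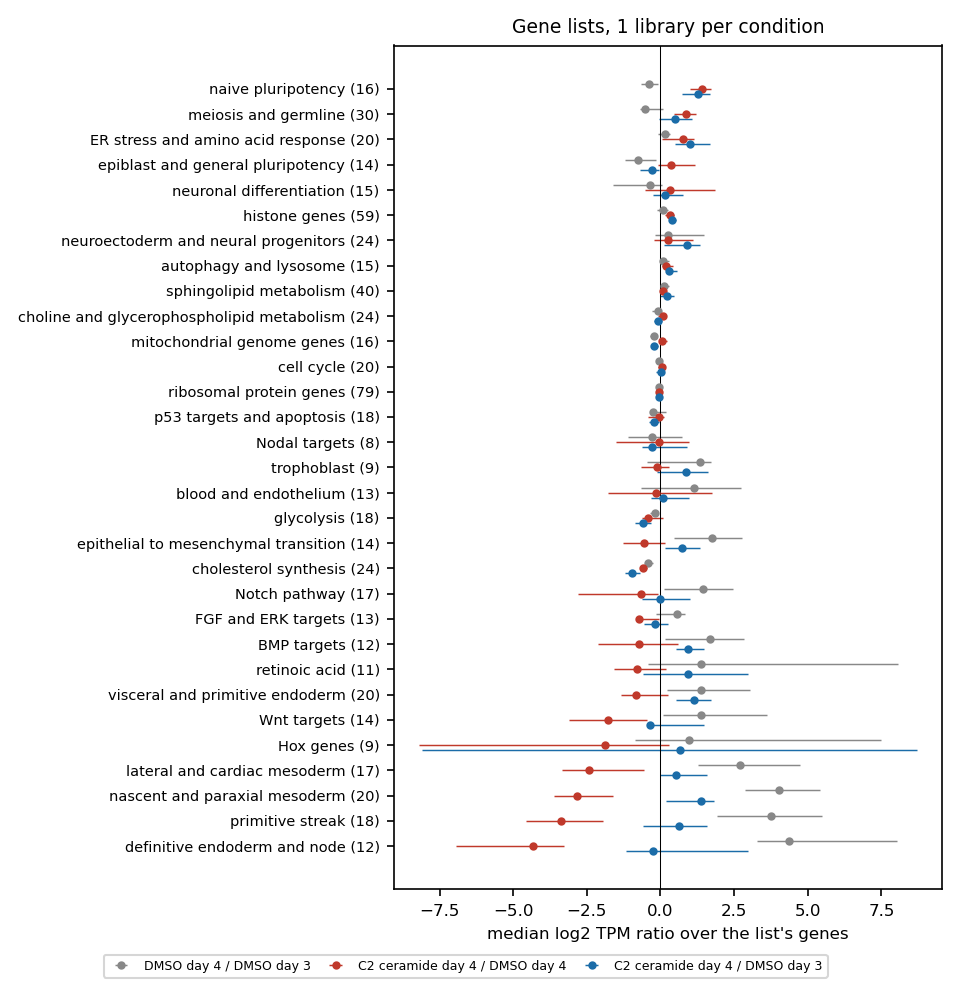
Median log2 TPM ratio of each gene list (number of genes in brackets) for DMSO day 4 over DMSO day 3, C2 ceramide day 4 over DMSO day 4, and C2 ceramide day 4 over DMSO day 3, with bars for the 95% bootstrap interval over the genes of the list. The lists of streak, mesoderm and definitive endoderm lie to the right for DMSO day 4 over day 3 and to the left for C2 ceramide over DMSO on day 4.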

### Ceramide Alters Sphingolipid Metabolism and Glycerophospholipid Metabolism

To elucidate the metabolic changes that occur in cells during C2 ceramide treatment, a metabolomic analysis was conducted of EBs that were treated with DMSO or C2 ceramide from days 3-4, with metabolites extracted on day 3 or day 4 (Fig. 6A and Supplementary Table S12). Clustering and principal component analysis revealed that the metabolome was altered on day 4 in C2 ceramide-treated EBs compared to DMSO-treated EBs (Fig. 6B, C). Next, a pathway analysis was performed examining metabolites that were elevated from day 3 to day 4 of DMSO treatment and whose abundance changed on day 4 of C2 ceramide treatment compared to day 4 of DMSO treatment. The results showed that the sphingolipid and glycerophospholipid metabolic pathways were significantly altered (Fig. 6D). When metabolites of sphingolipid metabolism were examined individually, the expected significant increase in C2 ceramide (due to its addition as treatment) was readily detected (Fig. 6E). Sphingosine-1-phosphate (S1P), which is synthesized from ceramide, was present at equal concentrations on days 3 and 4 in DMSO-treated EBs, and tended to increase on day 4 in C2 ceramide-treated EBs. The amount of ethanolamine phosphate, a metabolite of S1P, rose significantly from day 3 to day 4 in DMSO-treated EBs, and was further increased on day 4 in C2 ceramide-treated EBs.

**Figure 6.**
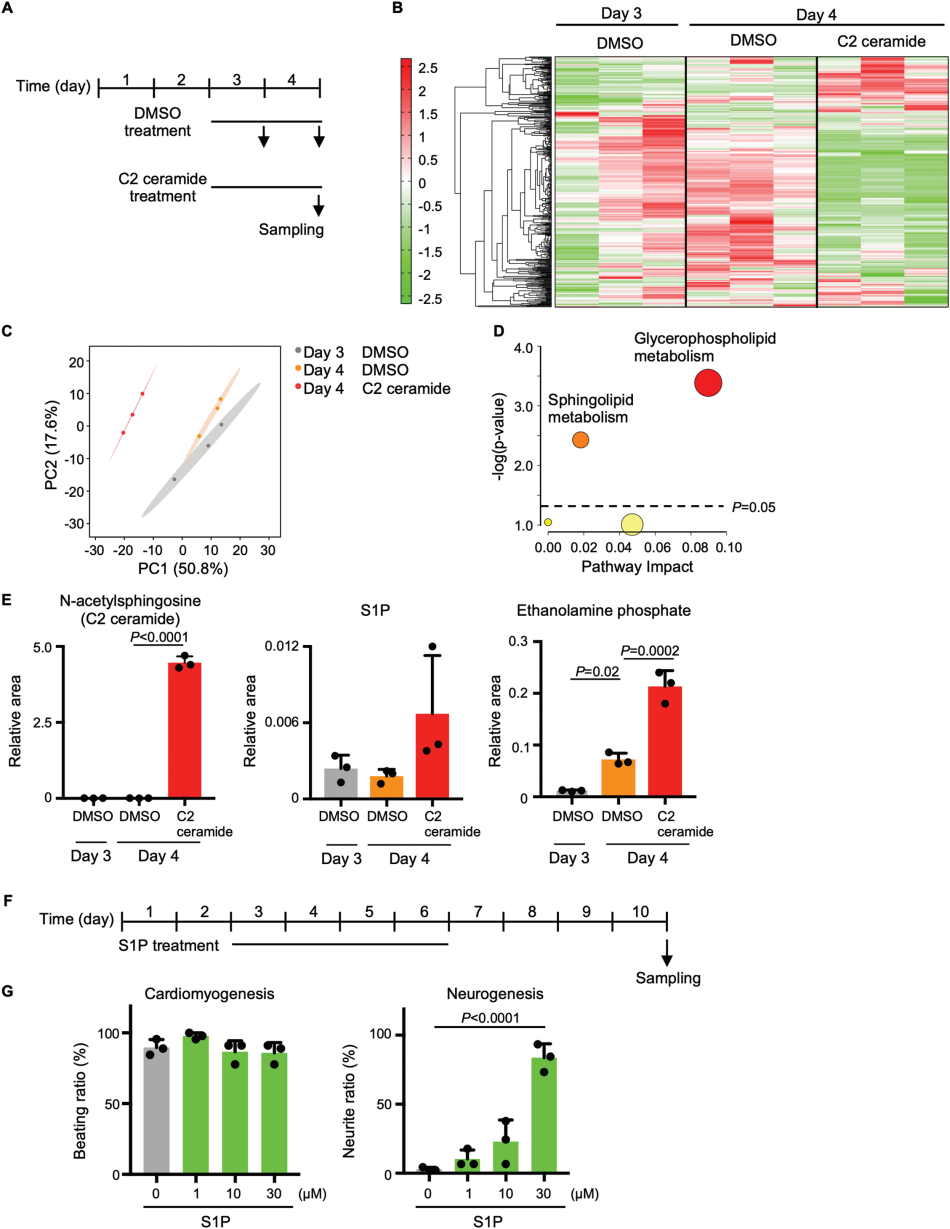
Effects of ceramide on cellular metabolism. (**A**) Experimental scheme for metabolomic analysis of C2 ceramide-treated EBs. (**B**) Clustering analysis of metabolites in EBs treated with either DMSO or 30 μM C2 ceramide for days 3-4. (**C**) PCA plot of metabolites in the DMSO- or C2 ceramide-treated EBs in (B). (**D**) Pathway analysis of metabolites in (B) whose levels were increased on day 4 compared to day 3 and altered by C2 ceramide treatment. (**E**) Quantitation of N-acetylsphingosine, S1P and ethanolamine phosphate in the EBs in (B). Data are the mean + s.d. of *n* = 3 biologically independent samples. Statistical analysis was performed by one-way ANOVA with the Tukey test. (**F**) Experimental scheme for the EB differentiation experiments in (G). (**G**) Quantitation of cardiomyogenesis and neurogenesis in EBs treated with the indicated concentrations of S1P for days 1-6. Data are the mean + s.d. of *n* = 3 biologically independent samples. Statistical analysis was performed by one-way ANOVA with the Tukey test.

Because S1P also functions as a signaling molecule, we examined its role during the cardiac and neural differentiation of ES cells. We treated EBs with S1P on days 3-6 and examined its effects on cell beating and neurite formation on day 10 (Fig. 6F). Interestingly, S1P did not affect cell beating at the concentrations tested, but did significantly induce neurite formation in a dose-dependent manner (Fig. 6G). Since glycerophospholipid metabolism is coupled with sphingolipid metabolism and was markedly altered in C2 ceramide-treated EBs (Fig. 6D), we examined levels of 1-palmitoyl-glycero-3-phosphocholine, a type of lysophosphatidylcholine (LPC), as well as glycerophosphocholine, and found these to be increased on day 4 in DMSO-treated EBs (Supplementary Fig. S14A). On the other hand, the addition of C2 ceramide decreased the amount of these molecules detected on day 4. Levels of phosphocholine, a major metabolite in the choline metabolic pathway, were also decreased on day 4 of DMSO treatment and further decreased on day 4 in C2 ceramide-treated EBs. Since choline metabolism was altered by ceramide addition, phosphatidylcholine levels were measured on day 4 after day 3-4 treatment with C2 ceramide and were observed to be significantly reduced (Supplementary Fig. S14B). Taken together, these data indicate that C2 ceramide alters sphingolipid and glycerophospholipid metabolism, and that S1P induces neural differentiation.

### Inhibition of PrS Formation by Ceramide Promotes Neural Differentiation

Lastly, we compared the effects on EB neural differentiation of ASAH1 inhibition vs. treatment with S1P or C2 ceramide. As was shown in Fig. 2A, inhibition of ASAH1 by D-NMAPPD inhibits S1P synthesis from ceramide, resulting in ceramide accumulation. We treated EBs with either S1P (in methanol; MeOH), C2 ceramide (in DMSO), or D-NMAPPD (in DMSO) on days 3-6, and evaluated neurogenesis on day 10 (Fig. 7A). In control DMSO- or MeOH-treated EBs, almost no β-tubulin III-positive neurites were observed (Fig. 7B). In C2 ceramide- or D-NMAPPD-treated EBs, β-tubulin III-positive neurites were more numerous and formed in more regions than in S1P-treated EBs. To assess this difference at the gene expression level, we treated EBs with S1P, C2 ceramide, or D-NMAPPD on days 3-5, and collected samples on days 4 and 5 for real-time PCR analysis of *Sox1*, a marker of neural differentiation (Fig. 7C). No significant increase in *Sox1* mRNA was observed after S1P treatment on day 4 or 5 compared to the MeOH-treated control (Fig. 7D). In contrast, C2 ceramide or D-NMAPPD treatment significantly increased *Sox1* expression on day 5. These results suggest that the primary cause of ceramide-induced neural differentiation is the inhibition of PrS formation, and that S1P promotes the maturation of existing *Sox1*-positive neural progenitors (neuroectoderm). A model of our hypothesis is presented in Fig. 7E, with additional details presented in Supplementary Fig. S15.

**Figure 7.**
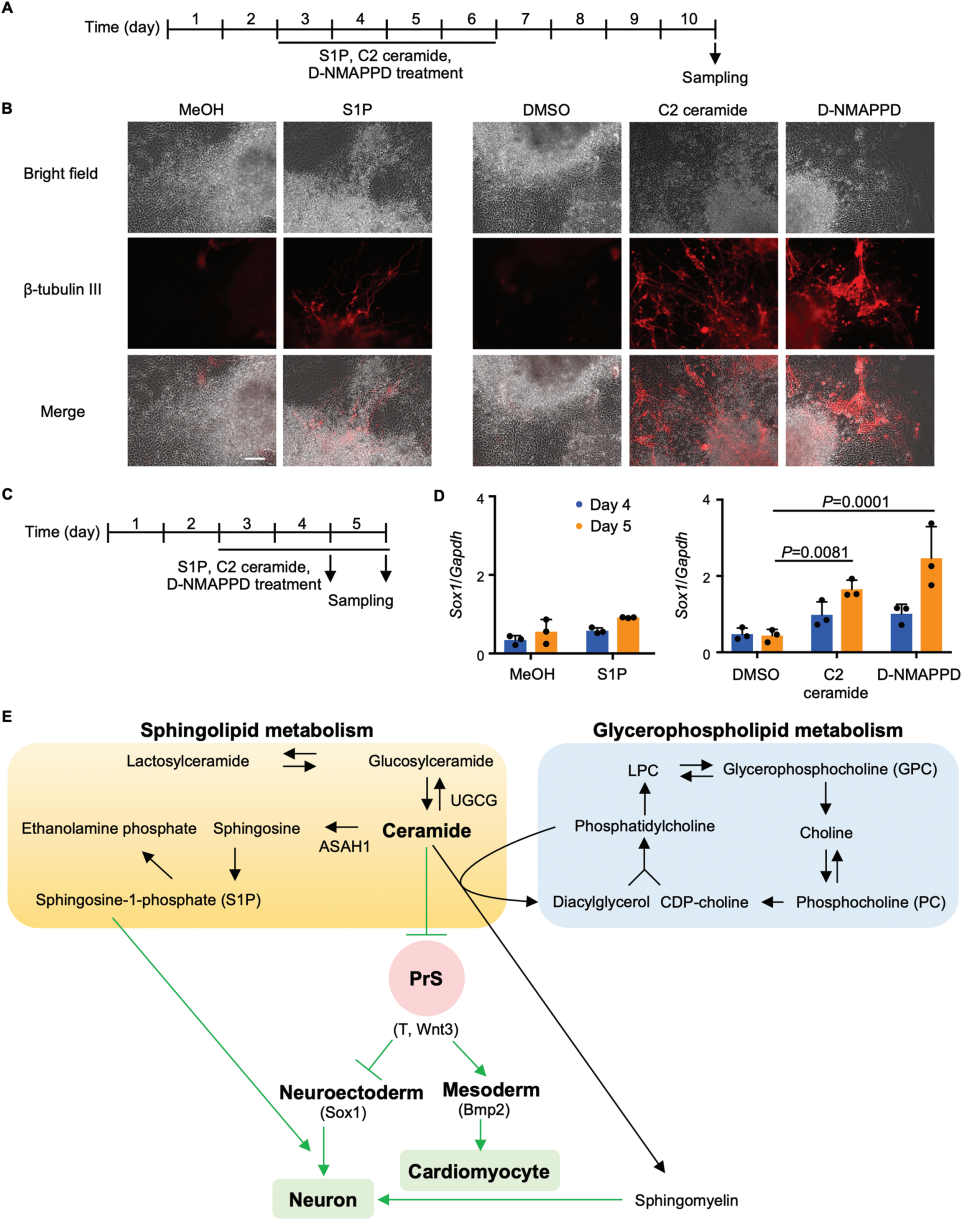
Effects of S1P, C2 ceramide, and D-NMAPPD on neurogenesis. (**A**) Experimental scheme for the EB drug treatments in (B). (**B**) Immunostaining with anti-β-tubulin III antibody to reveal morphological changes in EBs treated with methanol (MeOH), 30 μM S1P, DMSO, 30 μM C2 ceramide or 30 μM D-NMAPPD for days 3-6. Scale bar = 100 μm. Data are representative of 2 biologically independent experiments. (**C**) Experimental scheme for the EB drug treatments in (D). (**D**). Real-time PCR analysis of *Sox1* mRNA levels in EBs treated as in (C). Data are the mean + s.d. of *n* = 3 biologically independent samples. Statistical analysis was performed by one-way ANOVA with the Tukey test. (**E**) Scheme illustrating how ceramide metabolism might regulate cardiomyogenesis and neurogenesis in mouse EBs. Ceramide is involved in both sphingolipid (left) and glycerophosholipid (right) metabolism. High levels of ceramide induce neurogenesis at the expense of cardiomyogenesis mainly by inhibiting PrS formation. In addition, ceramide-derived S1P promotes the maturation of neuroectoderm to form neurons. Glycerophospholipid metabolism is altered during ceramide-induced neurogenesis.

## Discussion

PrS is a highly dynamic tissue, and its formation involves a wide range of cellular activities, including cell proliferation and migration, that lead to critical morphological changes.^33^ In previous work, we identified factors essential for PrS formation by screening a library of 1600 compounds with known targets and applying them to our in vitro EB differentiation system.^11^ We found that statins inhibit PrS formation because they block the mevalonate metabolic pathway, which leads to loss of the farnesylation of proteins such as nuclear lamin B1 and small G proteins.^11^ Similarly, we showed that the acetylcholine receptor inhibitor aprofene inhibits PrS formation by blocking the degradation of retinoic acid, thereby impeding the expression of PrS-related genes.^12^ We have also demonstrated that the p38 inhibitor SB203580 inhibits the spontaneous differentiation of ES cells into cardiomyocytes.^13^ These observations established that drug screening can pinpoint factors critical for PrS formation.

In the present study, we carried out KO mouse database screening to find genes involved in PrS formation that eluded identification in our chemical screens. Among these genes, many encode proteins functioning in glucose, mitochondrial, or nucleic acid metabolism, indicating that these pathways are essential for supplying the energy and substances necessary for PrS formation. Although we focused here on sphingolipid metabolism, we identified many other metabolic genes of potential future interest (Supplementary Figs. S1-S8), and expect that genes in some of the other 64 categories shown in Fig. 1B will also be important for PrS formation. Thus, the comprehensive screening results based on mouse lethal phenotypes presented in this study will be useful for further work aimed at understanding PrS formation.

Ceramide is a component of the lipid bilayer in a cell’s plasma membrane.^32^ In addition, ceramide functions intracellularly as a signaling molecule and is involved in cell differentiation, proliferation, and apoptosis.^34-36^ In this study, we have shown that ceramide also exerts reversible regulation of the expression of genes essential for PrS formation, such as *Brachyury T* and *Wnt3*. This reversibility may allow for flexible spatio-temporal control of PrS formation to ensure proper embryonic development in vivo under a range of microenvironmental conditions.

Our results suggest that concentrations of ceramide are low in the PrS region of a developing EB. The de novo ceramide synthesis pathway begins with L-serine and palmitoyl CoA (Fig. 2A), and L-serine is synthesized from intermediates of glycolysis. A decrease in glycolytic intermediates might result in decreased serine biosynthesis, leading to a decrease in local ceramide synthesis (Supplementary Fig. S1). Indeed, it has been reported that metabolic switching from glycolysis to oxidative phosphorylation, which generates more energy in the form of ATP, occurs during mesendoderm differentiation in human pluripotent stem cells.^37^

S1P is a lipid mediator that is derived from sphingolipids such as ceramide and is responsible for signaling through receptors on cell membranes.^38,39^ KO mice lacking sphingosine kinases, which produce S1P, show severe defects in neurogenesis, suggesting the involvement of S1P in neural structure formation, but the point of action of S1P was heretofore unknown.^40^ Our results suggest that S1P promotes neural maturation rather than the induction of neural progenitor cells.

It was previously reported that the ratio of the choline metabolites phosphocholine (PC) and glycerophosphocholine (GPC) (PC/GPC ratio) is decreased during PrS formation in mouse and human ES cells.^41,42^ However, the physiological meaning and the mechanism driving this change in the PC/GPC ratio were not resolved. We obtained similar results in our examination of PrS formation and neural differentiation (Supplementary Fig. S14C). Phosphatidylcholine reacts with ceramide to synthesize sphingomyelin, a component of the myelin sheath. During PrS formation, the consumption of phosphatidylcholine by this reaction is decreased, elevating the amount of phosphatidylcholine entering the choline metabolic cycle; this entrance increases the amount of GPC and decreases the PC/GPC ratio. On the other hand, when neural differentiation is promoted by ceramide, phosphatidylcholine is consumed for sphingomyelin synthesis, decreasing GPC and raising the PC/GPC ratio. Thus, changes in the PC/GPC ratio may reflect the opposing metabolic demands of PrS formation versus neural differentiation.

It is difficult to accurately evaluate ceramide concentrations within the tiny amount of tissue represented by the PrS. We measured ceramide levels in whole EBs after treatment with the UGCG inhibitor NB-DNJ. The increase in the level of a specific species of ceramide (C16:0), and the alterations to the levels of various ceramide-related metabolites (sphingomyelin, galactosyl/glucosylceramide and lactosylceramide), indicate that UGCG is a physiological regulator of ceramide levels (Supplementary Fig. S11). ASAH1 is also involved, since previous studies have shown that ceramide accumulates in various tissues upon ASAH1 inhibition. For example, in mice heterozygous for an *Asah1* mutation, ceramide accumulates in the liver.^43^ In humans, patients with Farber disease show reduced activity of ASAH1 due to their genetic defects and exhibit ceramide accumulation in the kidney.^44^ Taken together, these results strongly indicate that UGCG and ASAH1 are important for regulating ceramide levels.

Several groups have reported that PrS formation inhibits neural differentiation. For example, the FGF/ERK pathway^45^ and Tbx6^46^ are necessary for PrS formation, and the inhibition of these pathways induces neural differentiation. 

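Fgf8, which encodes an FGF ligand that mesoderm cells need to leave the streak, lies on chromosome 19 of GRCm38 from 45736798 to 45742915. It was at 54.0 TPM on DMSO day 3, 351 TPM on DMSO day 4 and 37.1 TPM with C2 ceramide on day 4, a log2 ratio of −3.24 between the day 4 libraries (interval −3.35 to −3.14). Tbx6, a T-box gene that directs paraxial mesoderm away from a neural fate, lies on chromosome 7 from 126781483 to 126785560. It was at 0.335, 5.31 and 0.323 TPM, from 15, 245 and 15 counts, with a log2 ratio of −4.04 (interval −4.90 to −3.29). Among 13 target genes of FGF/ERK signaling, 2 were lower with C2 ceramide than with DMSO on day 4, 11 were within 2-fold and none was higher. These were Etv4, which encodes an ETS factor induced by FGF, at 25.6 and 9.59 TPM, and Ier3, an immediate early gene, at 34.5 and 13.6 TPM. Dusp4, which encodes a phosphatase that dampens ERK signaling, was at 89.7 and 45.6 TPM, a log2 ratio of −0.97. The median log2 ratio of the list was −0.71 (95% bootstrap interval over its genes −0.81 to −0.04), below those of all 10000 random lists, and it was −0.19 relative to DMSO day 3.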

Interestingly, our RNA-seq analysis found that mRNA levels of *Fgf8* and *Tbx6* were both decreased by C2 ceramide treatment (Supplementary Fig. S12C). Thus, ceramide may be an upstream regulator of the Fgf8 and Tbx6 pathways involved in PrS formation.

We note here that our mouse results will likely be relevant to human embryogenesis. We have previously demonstrated the usefulness of our mouse in vitro ES cell differentiation system as a tool that can recapitulate in vivo events in humans. For example, statins are contraindicated in pregnant women because of their potential teratogenic effects.^47^ We used our system to show that administration of statins to mouse and zebrafish embryos caused abnormal embryonic development in both cases.^11^ These findings established that our mouse ES cell system can reliably replace animal experiments for assessing drug toxicity, thereby not only providing insights into consequences for humans but also improving animal welfare. Our present study has further established that our system is useful for elucidating general molecular mechanisms of PrS formation in mammals.

## Conclusion

Using our experimental system in which epiblast differentiates into PrS, mesendoderm, and then cardiomyocytes under normal conditions, we have shown that exogenous S1P does not affect PrS formation but does induce neural maturation of *Sox1*-positive neuroectoderm. Furthermore, we have established that ceramide accumulation inhibits PrS formation and instead induces neuroectoderm formation, resulting in the appearance of β-tubulin III-positive neural cells (Supplementary Fig. S15). These data collectively indicate that PrS formation inhibits neural differentiation through control of ceramide levels. However, the underlying molecular mechanisms operating during this regulation remain unclear. Future work is needed to clarify how these fundamental processes are linked.

## Supplementary Material

sxad071_suppl_Supplementary_Methods Click here for additional data file.

sxad071_suppl_Supplementary_Tables_S1-S12 Click here for additional data file.

sxad071_suppl_Supplementary_Figures_S1-S15 Click here for additional data file.

## Data Availability

RNA-sequencing data have been deposited in the GEO under the accession code GEO207850. All other data and materials used in this study are available from the corresponding authors upon reasonable request.

# Supplementary material for: Lethal Phenotype-Based Database Screening Identifies Ceramide as a Negative Regulator of Primitive Streak Formation
**Source:** Stem Cells. 2023 Oct 11;41(12):1142–56. doi: 10.1093/stmcls/sxad071
**Supplement:** sxad071_suppl_Supplementary_Methods

**SUPPLEMENTARY METHODS for manuscript #SC-22-0123.R1**

**Reagents and antibodies**

Reagents used in this study were as follows: myriocin (M1177; Sigma, Burlington, USA), N-butyldeoxynojirimycin (NB-DNJ) (B8299; Sigma, Burlington, USA), sphingosine 1-phosphate (S9666; Sigma-Aldrich, Burlington, USA), N-[(1R,2R)-2-hydroxy-1-(hydroxymethyl)-2-(4-nitrophenyl) ethyl]-tetradecanamide (D-NMAPPD) (10006305; Cayman, Michigan, USA), C2 ceramide (860502P; Avanti Polar Lipids, Alabama, USA), and C16 ceramide (860516P; Avanti Polar Lipids, Alabama, USA). Anti-β-tubulin III monoclonal antibody (Tuj-1) (801201, BioLegend, San Diego, USA) and Alexa Fluor 546 goat anti-mouse secondary antibody (A11030, Invitrogen, Massachusetts, USA) were used for neurite detection.

**Whole mount *in situ* hybridization**

Whole mount *in situ* hybridization was performed as previously described^11,48^. Briefly, EBs were fixed overnight at 4°C in 4% PFA/DEPC-PBS, and dehydrated and rehydrated through a methanol series. EBs were digested in 10 μg/ml proteinase K at room temperature for 4 min, followed by the addition of 2 mg/ml glycine PBST solution to stop the reaction. After re-fixation in 1 ml 4% PFA/0.2% glutaraldehyde/PBST, EBs were prehybridized to block non-specific RNA-probe interactions. EBs were then incubated with specific digoxigenin (DIG)-labelled RNA probes overnight at 65°C. DIG-labelled RNA probes were detected by incubation with a 1:500 dilution of anti-DIG antibody conjugated to alkaline phosphatase (AP) (11093274910; Roche, Basel, Switzerland), followed by staining with BM Purple AP Substrate (11442074001; Roche, Basel, Switzerland). The following primer set was used: *Brachyury T*, 5’-TTTGAATTCC AGTTAATCAGAGTCCTTTG-3’ and 5’-TTTAAGCTTACCAGGTGCTA TATATTGCC-3’.

**Metabolomic analysis**

Metabolomic analysis was entrusted to Human Metabolome Technologies, Inc. (HMT, Yamagata, Japan). To inactivate enzymes prior to LC-TOF-MS analysis, EBs were washed with 10 ml 5% mannitol solution and treated with 1 ml ethanol containing internal standards. Samples were homogenized by ultra-sonication for 5 min on ice, followed by centrifugation at 4,400 ×g at 4°C for 5 min. Supernatants were dried and dissolved in 200 μl 50% 2-propanol. LC-TOF-MS was carried out using an Agilent 1200 series RRLC system SL. Compounds were analyzed in both positive and negative ion polarity mode. Detected peaks were processed using Master Hands ver. 2.17.1.11. The “relative area” was calculated as the area of the peak obtained by mass spectrometry corrected by the value of the internal standard metabolites and the total protein content of the cells in the sample. The HMT metabolite library was used to annotate the peaks based on their m/z values and retention time.

**RNA sequencing and analysis**

Total RNA was extracted by using RNeasy Mini Kits (74104; QIAGEN, Hilden, German) according to the manufacturer’s instructions. Extracted RNA was incubated with DNase I (2270B; Takara, Shiga, Japan) to degrade the genome. RNA-sequencing analysis was entrusted to Takara Bio Inc. (Shiga, Japan). SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Clontech), Nextera XT DNA Library Prep Kit (Illumina), Nextera XT Index Kit v2 (Illumina) were used to amplify double-stranded cDNAs and prepare the sequencing library. RNA-seq was performed using NovaSeq 6000 plus NovaSeq Control Software v1.6.0, Real Time Analysis (RTA) v3.4.4, and Bcl2fastq2 v2.20. Sequence data were analyzed using DRAGEN Bio-IT Platform v3.6.3 (Illumina) with GRCm38 Release m25 as the reference sequence. Results are expressed in transcripts per million (TPM) rather than FPKM values because TPM better reflects gene expression levels and is now frequently used as a normalization method^49^. The RNA-seq data have been deposited into Gene Expression Omnibus (GEO) and are available under the number GSE207850.

For gene expression analysis, the logarithm of the TPM value (bottom 2) was calculated and genes whose expression showed a change greater than 2-fold or less than 0.5-fold were selected. Absolute values of fold change were calculated and data with fold change greater than a threshold value were extracted. Functional pathway and clustering analyses were performed using the list, and Gene Ontology analysis was performed by entering Entrez Gene IDs into the Database for Annotation, Visualization and Integrated Discovery (DAVID) (https://david.ncifcrf.gov/) query.

**Real-time PCR analysis**

Real-time PCR analysis was performed as previously described^11,12,50^. Briefly, EBs were collected and immediately suspended in TRIzol Reagent (15596018; Thermo Fisher Scientific, Massachusetts, USA). RNA was extracted according to the manufacturer’s instructions. Total RNA (4 μg) was used to synthesize cDNAs at 42°C for 90 min in a 40 μl reaction containing 2.5 μM oligo-d(T) primers, 0.125 mM of each deoxynucleoside triphosphate (dNTP), 16 U RNaseOUT (10777019; Invitrogen, Massachusetts, USA), and 80 U Superscript III RNase H reverse transcriptase (18080044; Invitrogen, Massachusetts, USA) according to the manufacturer’s instructions. Quantitative real-time RT-PCR reactions were performed using the CFX96 real-time system (Bio-Rad, California, USA). Primer sequences are listed in Supplementary Table S12.

**Lipid extraction and phosphatidylcholine measurement**

Lipid extraction was performed as described previously^51^. Briefly, EBs were washed twice with 1 ml PBS and homogenized in 200 μl 1:2 (v/v) chloroform:methanol solution. CHCl_3_ and H_2_O (1.25 ml each) were added to the homogenate followed by vigorous vortexing. Samples were centrifuged at 1,000 rpm at room temperature for 5 min to yield a two-phase system. The organic bottom phase was recovered and washed with 5:5:4 (v/v/v) chloroform:methanol:1M NaCl solution, followed by centrifugation at 1,000 rpm at room temperature for 5 min. The organic bottom phase was recovered and dried under a gentle stream of nitrogen. Phosphatidylcholine analysis was performed using a phosphatidylcholine colorimetric/fluorometric assay kit (K576; BioVision) according to the manufacturer’s protocol. Measurements were performed at OD570 nm using a Multiskans microplate spectrophotometer (Thermo Scientific).

**Ceramide measurement**

Ceramide measurement was entrusted to Lipidome Lab Co. (Akita, Japan). EBs were homogenized in methanol to create a mixture with a protein concentration of 10 μg/μL. Total lipids were extracted from 20 μL of this protein mixture using the Bligh & Dyer method^51^. The acidic phospholipid fraction was purified from the total lipid fraction using an anion exchange column. Acidic phospholipids were measured using ACQUITY UPLC H-Class and Xevo TQ-XS instruments (Waters), with analysis performed by MassLynx4.2 (Waters). Ceramide levels were calculated as the area of the peak obtained by mass spectrometry corrected by the value of the internal standard metabolites and the protein concentration.

**Supplementary References**

48. Piette, D., Hendrickx, M., Willems, E., Kemp, C. R. & Leyns, L. An optimized procedure for whole-mount in situ hybridization on mouse embryos and embryoid bodies. *Nat. Protoc.* **3**, 1194–1201 (2008).

49. Wagner, G. P., Kin, K. & Lynch, V. J. Measurement of mRNA abundance using RNA-seq data: RPKM measure is inconsistent among samples. *Theory Biosci.* **131**, 281–285 (2012).

50. Yu, R. *et al.* A Modified Murine Embryonic Stem Cell Test for Evaluating the Teratogenic Effects of Drugs on Early Embryogenesis. *PLoS One* **10**, e0145286 (2015).

51. Bligh, E.G. and Dyer, W. J. A rapid method of total lipid extraction and purification. *Can. J. Biochem. Physiol.* **37**, 911-917 (1959).

# Supplementary material for: Lethal Phenotype-Based Database Screening Identifies Ceramide as a Negative Regulator of Primitive Streak Formation
**Source:** Stem Cells. 2023 Oct 11;41(12):1142–56. doi: 10.1093/stmcls/sxad071
**Supplement:** sxad071_suppl_Supplementary_Figures_S1-S15

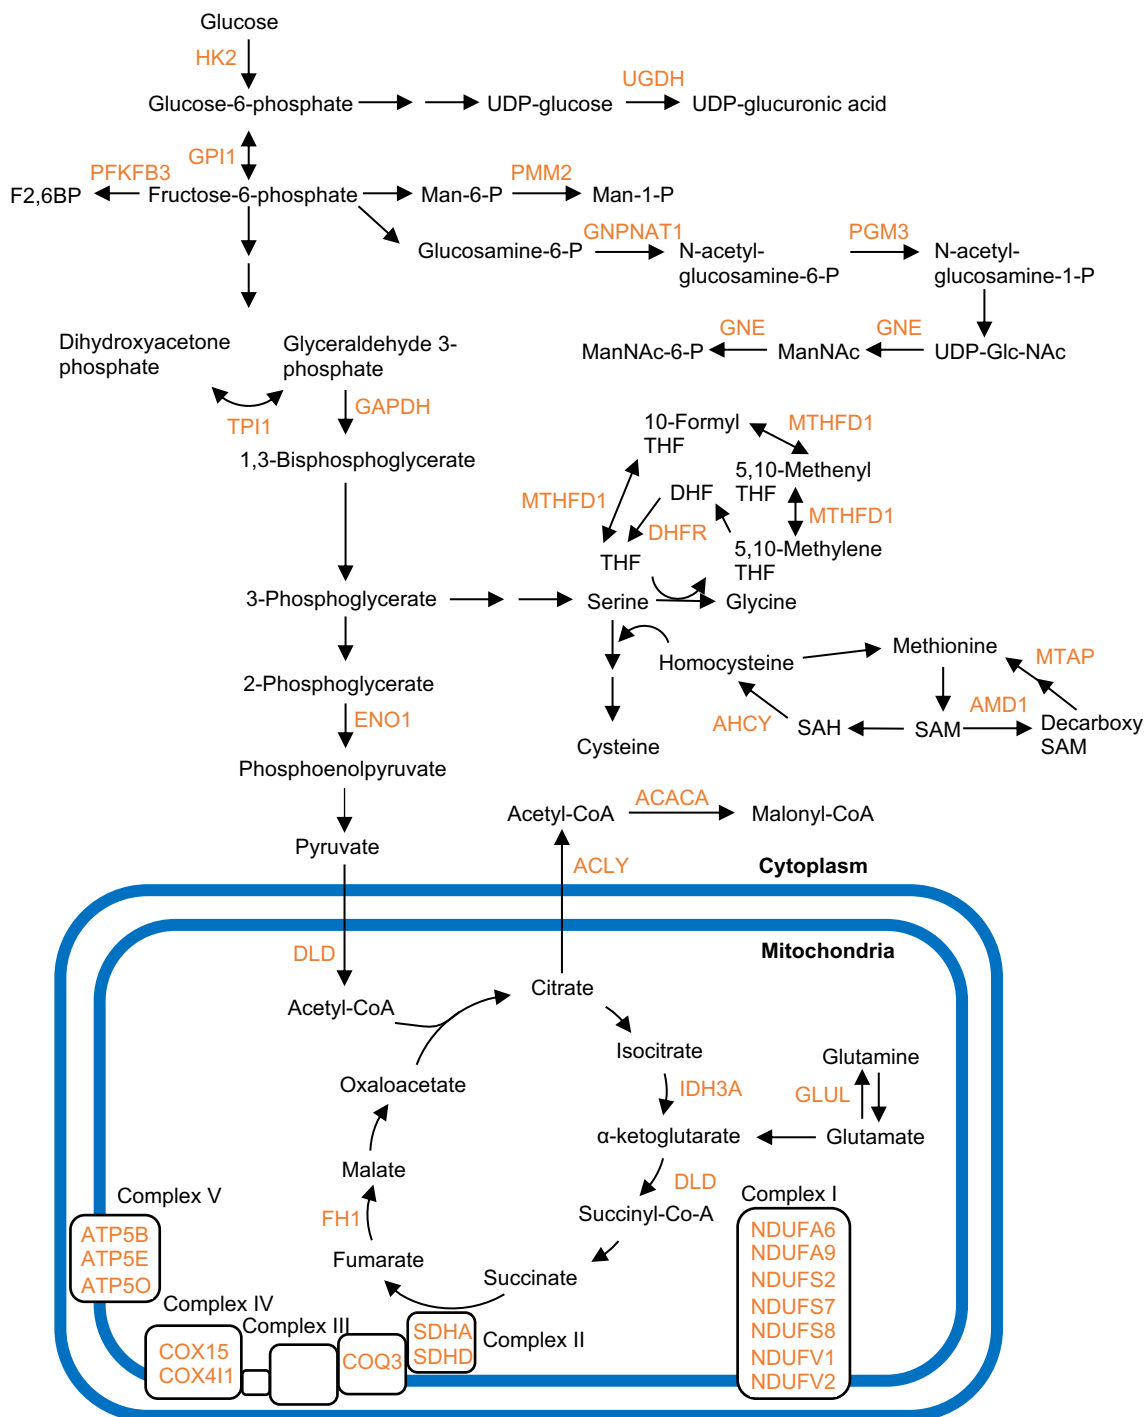

**Supplementary Figure 1 Energy metabolism pathways**  
Enzymes identified in the database screening are shown in orange.

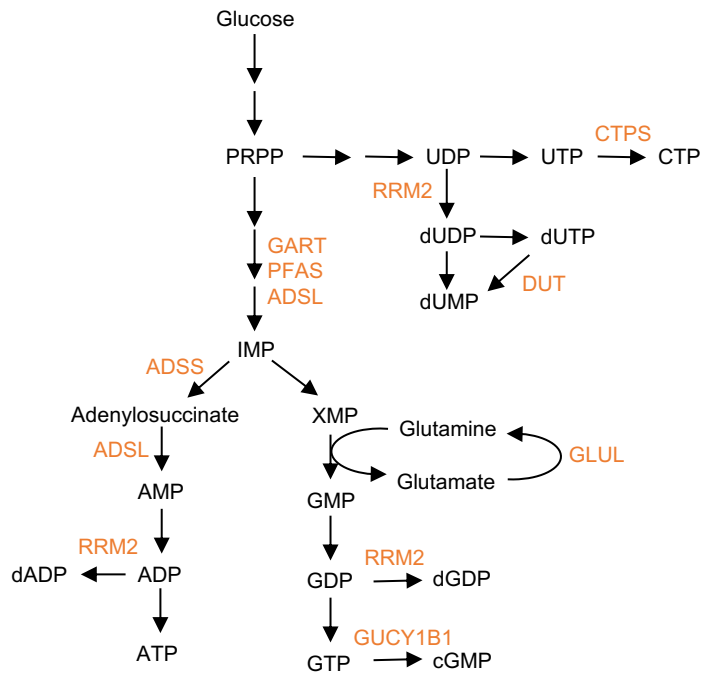

**Supplementary Figure 2 Nucleotide metabolism pathways**  
Enzymes identified in the database screening are shown in orange.

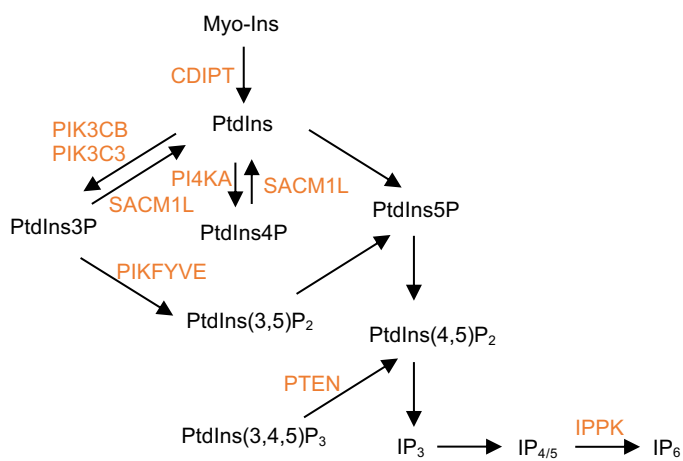

**Supplementary Figure 3 Phosphoinositide metabolism pathways**  
Enzymes identified in the database screening are shown in orange.

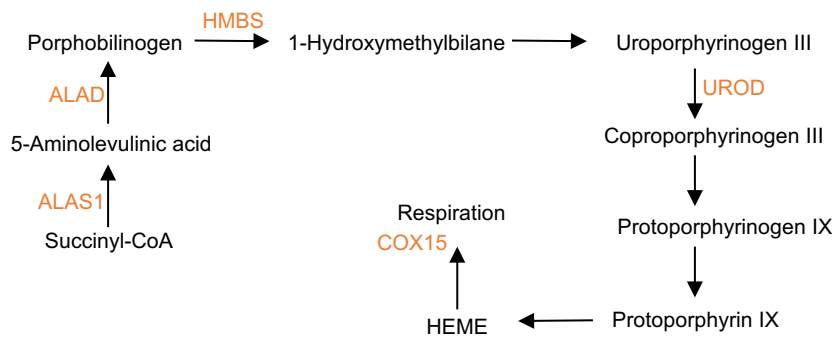

**Supplementary Figure 4 Porphyrin and chlorophyll metabolism pathways**  
Enzymes identified in the database screening are shown in orange.

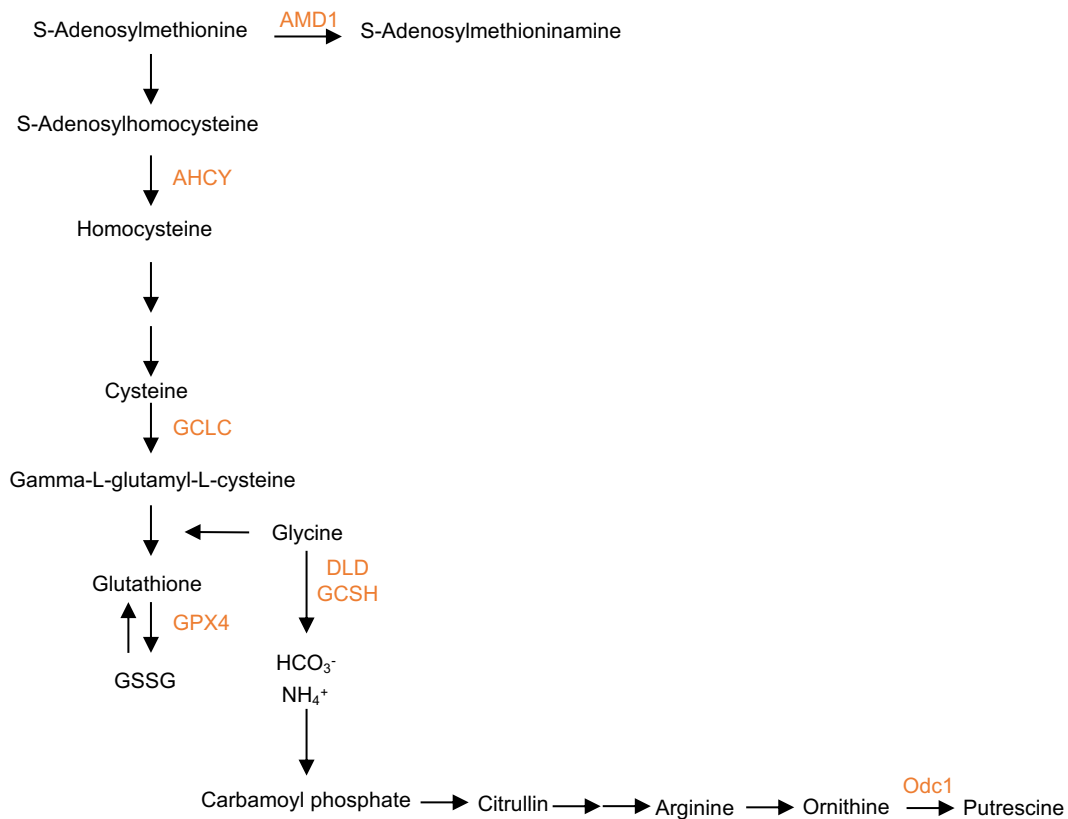

**Supplementary Figure 5 Glutathione metabolism pathways**  
Enzymes identified in the database screening are shown in orange.

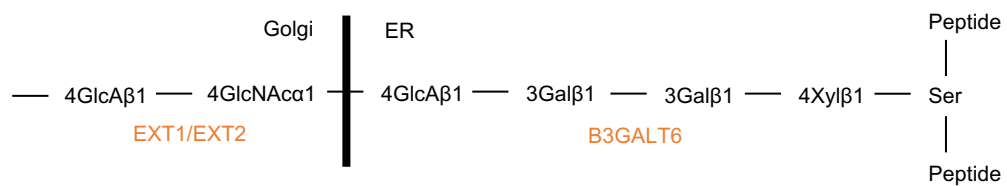

**Supplementary Figure 6 Heparan sulfate biosynthesis pathways**  
Enzymes identified in the database screening are shown in orange.

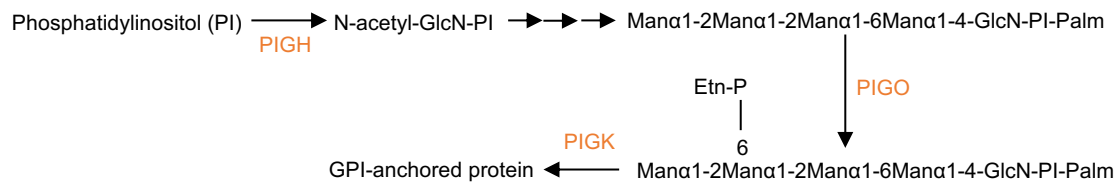

**Supplementary Figure 7 Glycosylphosphatidylinositol(GPI)-anchor biosynthesis**  
 Enzymes identified in the database screening are shown in orange.

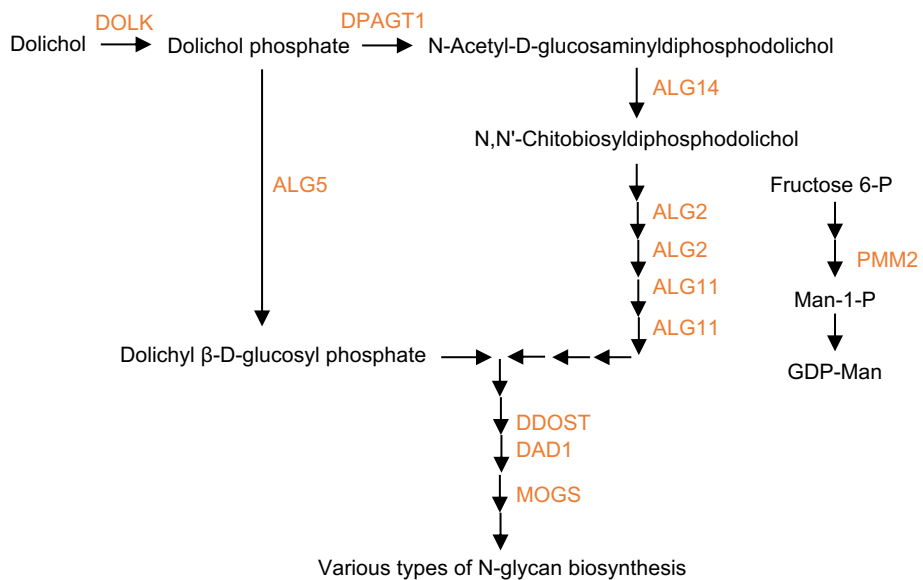

**Supplementary Figure 8 N-glycan biosynthesis pathways**  
Enzymes identified in the database screening are shown in orange.

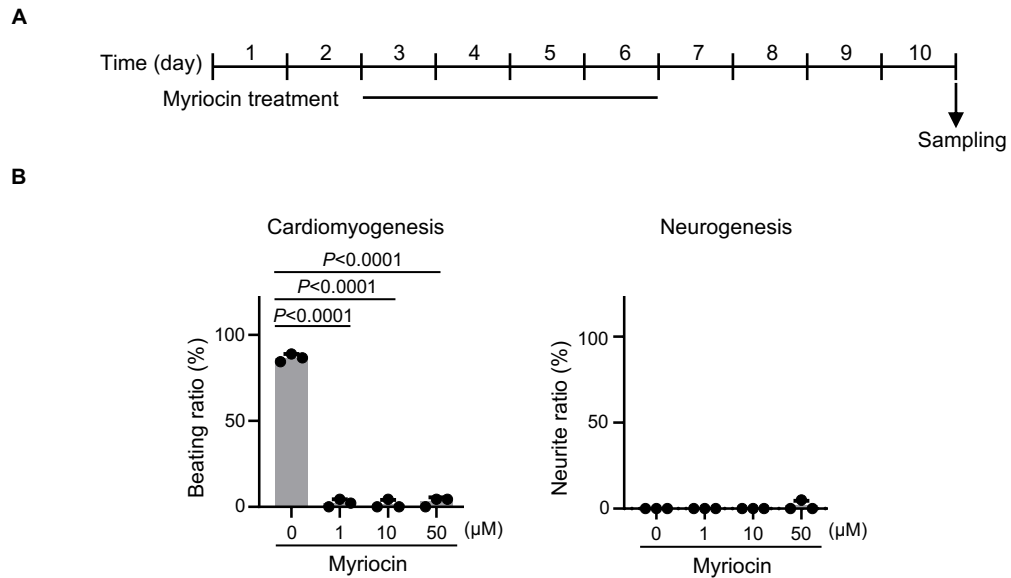

**Supplementary Figure 9 Effects of Myriocin on EB differentiation.**

**(A)** Experimental scheme. **(B)** Dose-dependent effects of Myriocin on cardiomyogenesis and neurogenesis in EBs treated with the indicated concentrations of myriocin for days 3-6. Data are the mean+s.d.  $n=3$  biologically independent samples. Statistical analysis was performed by one-way ANOVA with the Tukey test.

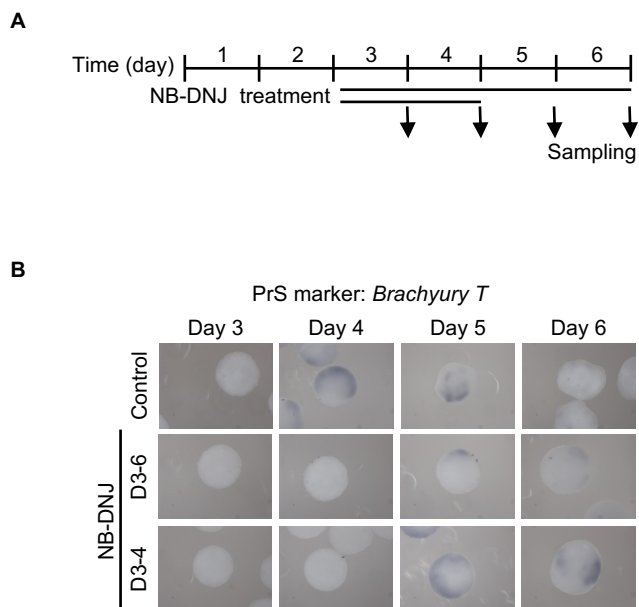

**Supplementary Figure 10 *Brachyury T* expression pattern during NB-DNJ treatment.**

(A) Experimental scheme for the *in situ* experiments in B. (B) Microscopic images of *in situ* hybridization to detect *Brachyury T* on the indicated days in EBs treated with water (control) or 50  $\mu$ M NB-DNJ for days 3-4 or days 3-6 of *in vitro* differentiation. Scale bar, 100  $\mu$ m. Data are representative of two biologically independent experiments.

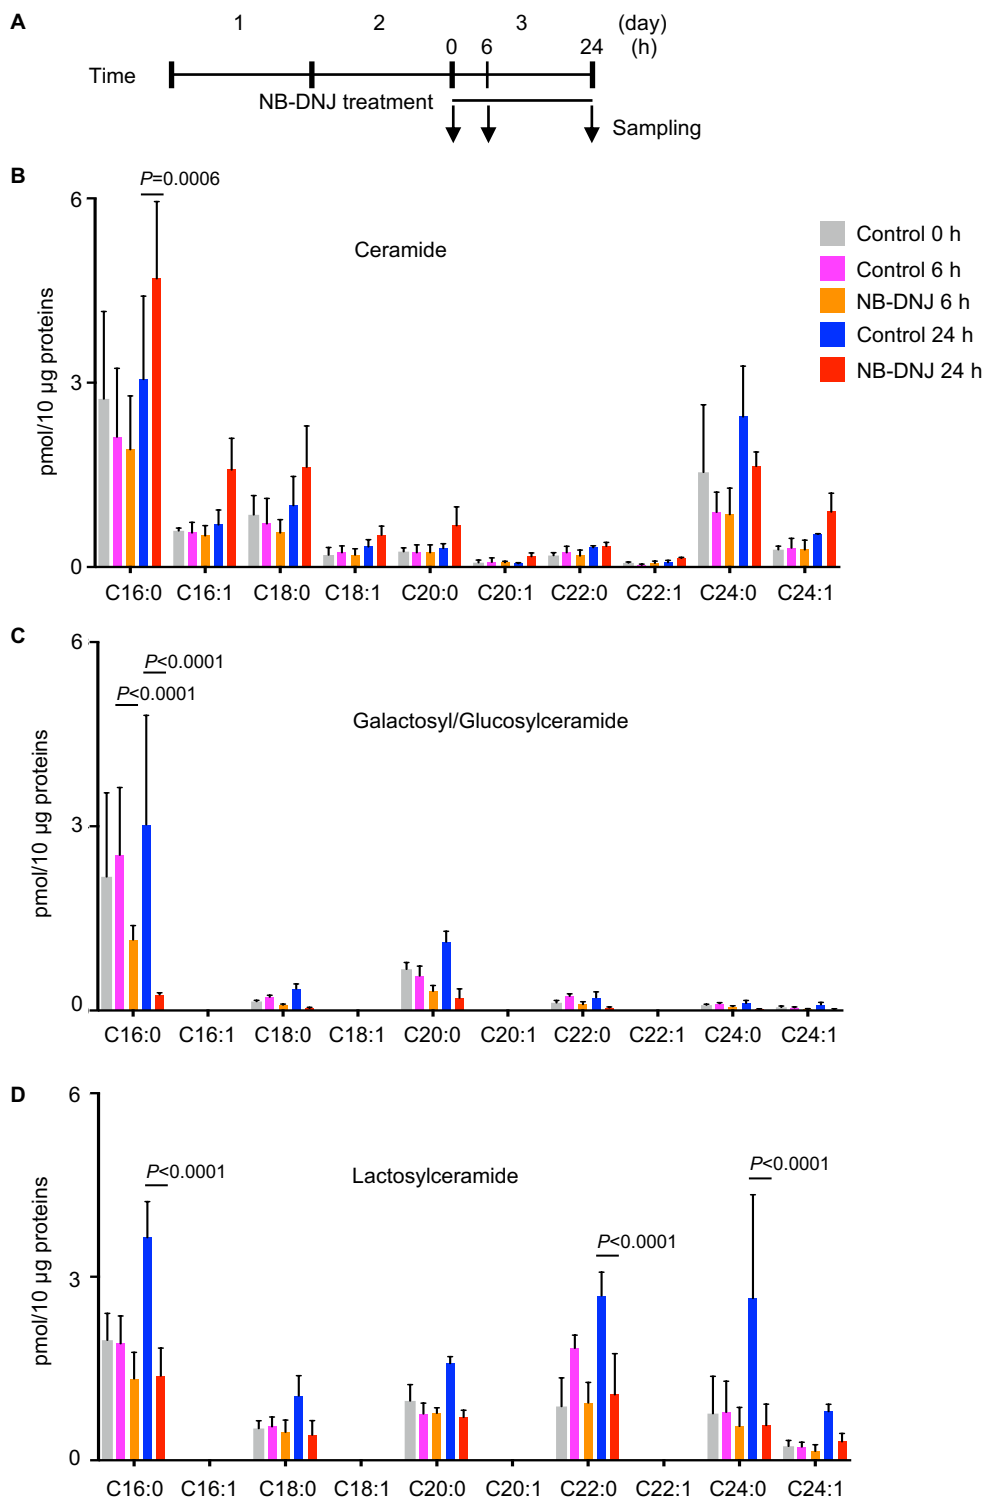

**Supplementary Figure 11 Effects of NB-DNJ on levels of ceramide and ceramide-related metabolites.**

(A) Experimental scheme for ceramide measurement in B, C, D. The amounts of (B) Ceramide, (C) Galactosyl/Glucosylceramide, (D) Lactosylceramide in EBs treated with DMSO, 50 µM NB-DNJ at the indicated times. Data are the mean+s.d.  $n=3$  biologically independent samples. Statistical analysis was performed by two-way ANOVA with the Tukey test.

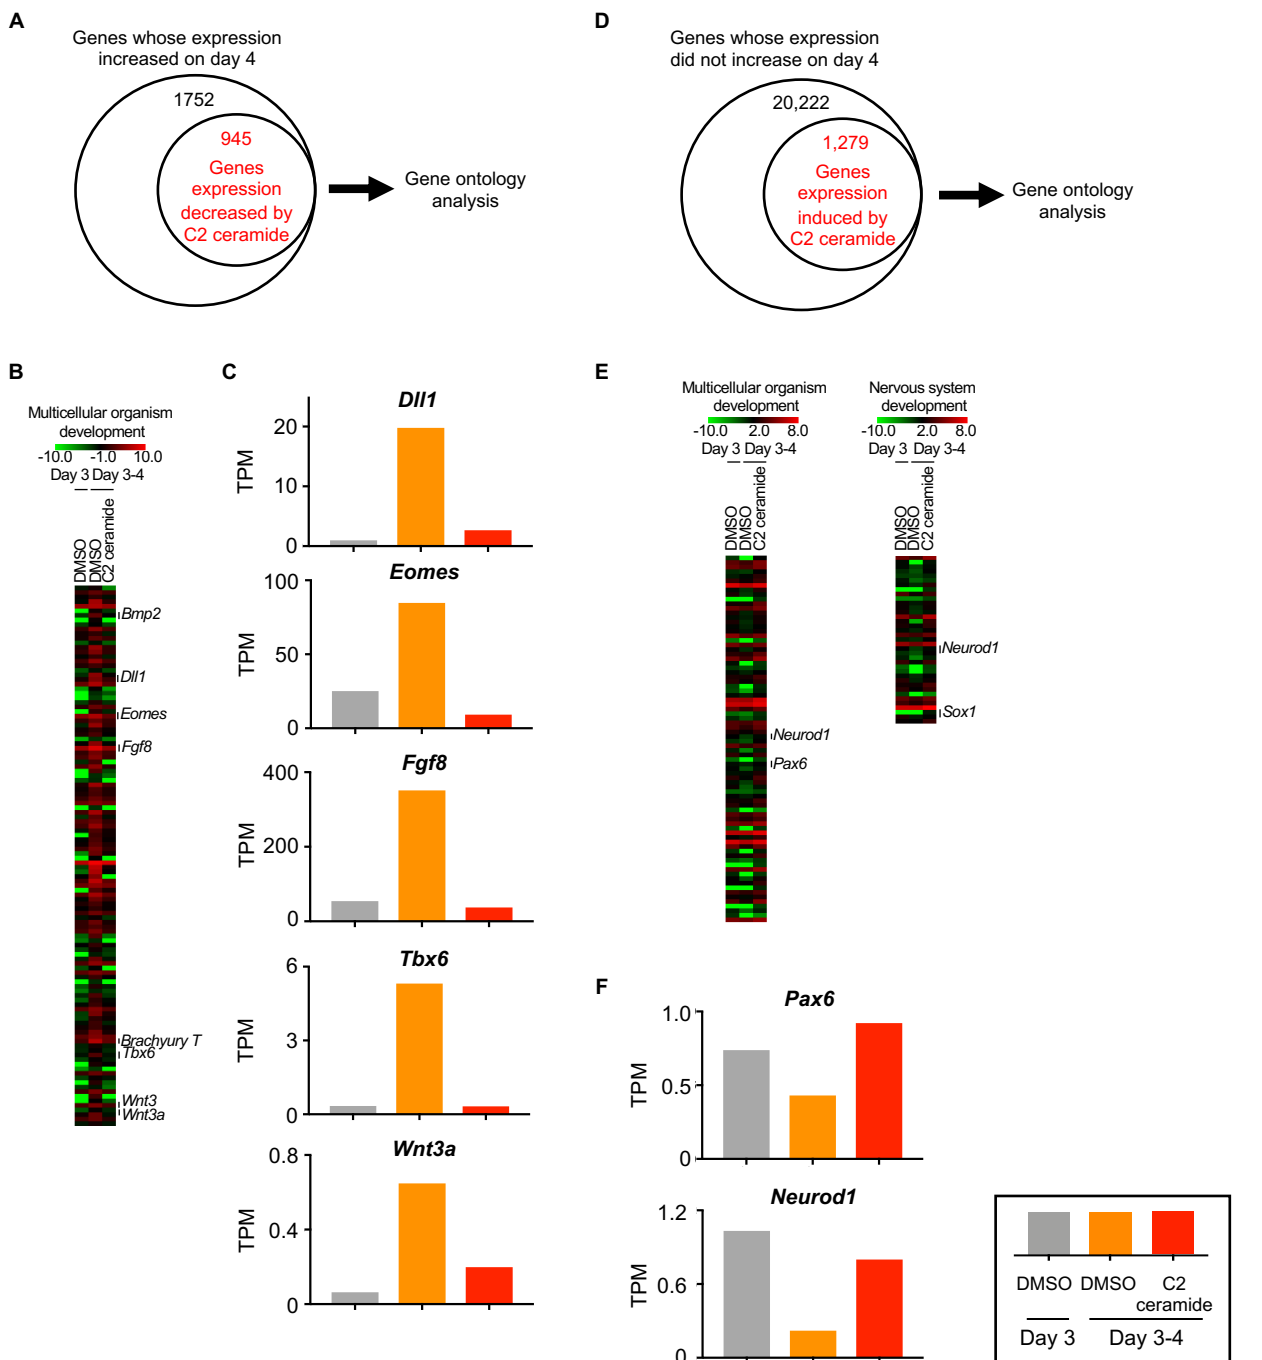

**Supplementary Figure 12 Effects of ceramide on the transcriptome of mouse EBs.**

(A) Scheme of GO analysis of genes whose expression levels increased during PrS formation but were inhibited by 30  $\mu$ M C2 ceramide treatment. (B) Expression levels of genes related to "Multicellular organism development". Genes, which are reported to be involved in primitive streak formation, are indicated. (C) Levels of *Dll1*, *Eomes*, *Fgf8*, *Tbx6*, and *Wnt3a* mRNAs in EBs treated with DMSO (vehicle control) or 30  $\mu$ M C2 ceramide for days 3-4 as determined by RNA-sequencing analysis. 

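Dll1, Eomes and Wnt3a each had their highest level on DMSO day 4. Dll1, which encodes a Notch ligand of presomitic mesoderm, lies on chromosome 17 of GRCm38 from 15367354 to 15376872. It was at 0.973 TPM on DMSO day 3, 19.8 TPM on DMSO day 4 and 2.65 TPM with C2 ceramide on day 4, a log2 ratio of −2.90 between the day 4 libraries (interval −3.10 to −2.70). Eomes, a T-box gene of the streak and endoderm, lies on chromosome 9 from 118478212 to 118486132. It was at 25.2, 84.7 and 9.24 TPM, a log2 ratio of −3.20 (interval −3.30 to −3.10), and with C2 ceramide it was at 0.367 times its DMSO day 3 level. Wnt3a, which encodes a Wnt ligand of the streak and tailbud, was at 0.064, 0.648 and 0.198 TPM, from 5, 52 and 16 counts. Its log2 ratio was −1.71, with an interval of −2.62 to −0.88 that includes decreases of less than 2-fold.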

(D) Scheme of GO analysis of genes whose expression did not increase during PrS formation, but were induced by 30  $\mu$ M C2 ceramide treatment. (E) Expression levels of genes related to "Multicellular organism development" and "Nervous system development". *Neurod1*, *Pax6* and *Sox1* are indicated. (F) Levels of *Pax6* and *Neurod1* mRNAs in EBs treated with DMSO (vehicle control) or 30  $\mu$ M C2 ceramide for days 3-4 as determined by RNA-sequencing analysis.

**A**

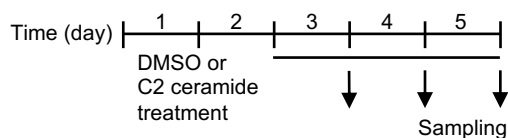

**B**

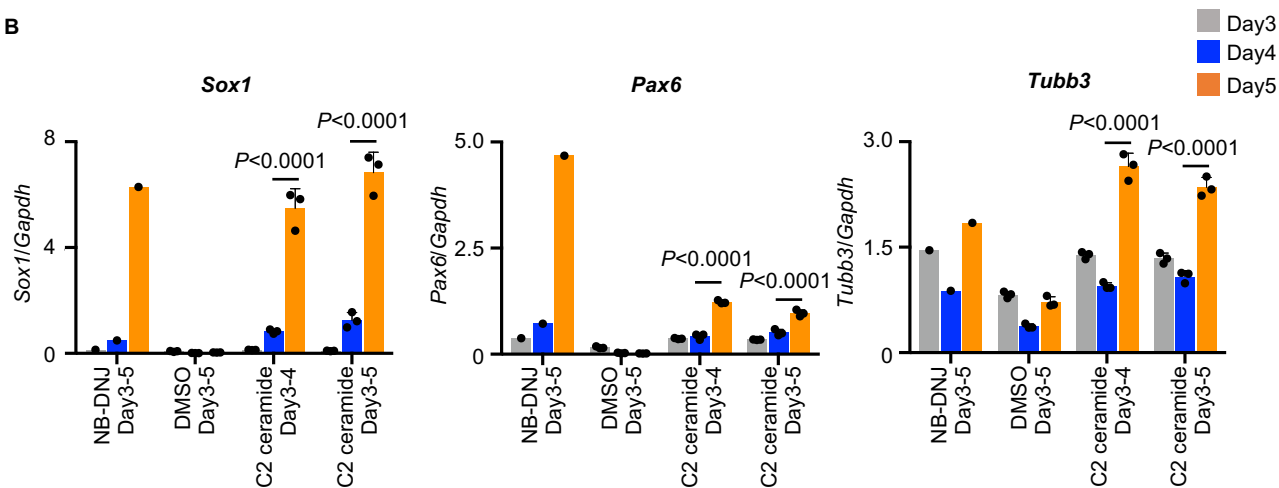

**Supplementary Figure 13 Effects of ceramide on expression of genes for neurogenesis.**

(A) Experimental scheme for the real-time PCR experiments in B. (B) Real-time PCR analysis to see the effect of C2 ceramide on the expression of *Sox1*, *Pax6* and *Tubb3*. EBs were treated with 45  $\mu$ M C2 ceramide for different time duration.  $n=3$  biologically independent samples. Data are shown mean+s.d. Statistical analysis was performed by two-way ANOVA with the Tukey test.

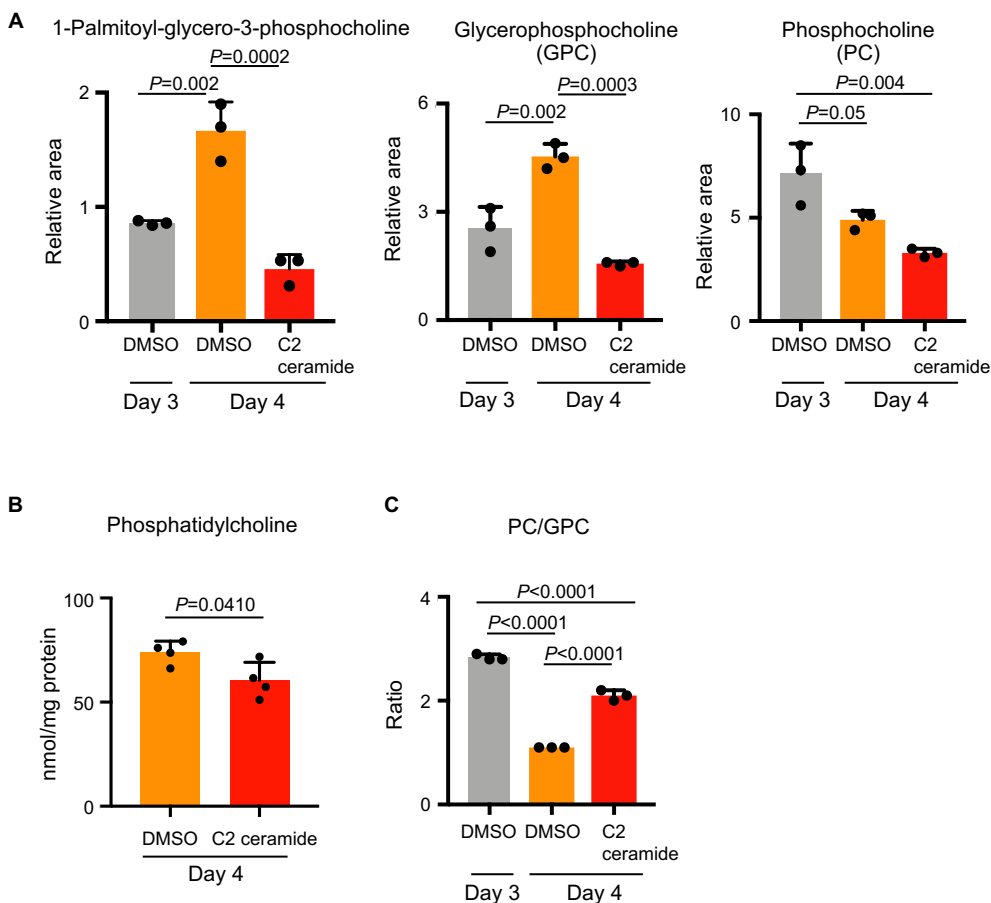

**Supplementary Figure 14 Effects of C2 ceramide on glycerophospholipid metabolism of mouse EBs**

(A) Quantification of 1-palmitoyl-glycero-3-phosphocholine, glycerophosphocholine, and phosphocholine in EBs treated on days 3-4 with 30  $\mu$ M C2 ceramide. Data are the mean+s.d.  $n=3$  biologically independent samples. Statistical analysis was performed by one-way ANOVA with the Tukey test. (B) Absolute amount of phosphatidylcholine in EBs on day 4 after the treatment with 30  $\mu$ M C2 ceramide. Data are the mean+s.d.  $n=4$  biologically independent samples. Statistical analysis was performed by two-tailed unpaired  $t$  test. (C) The ratio of phosphocholine/glycerophosphocholine in EBs treated on days 3-4 with 30  $\mu$ M C2 ceramide. Data are the mean+s.d.  $n=3$  biologically independent samples. Statistical analysis was performed by one-way ANOVA with the Tukey test.

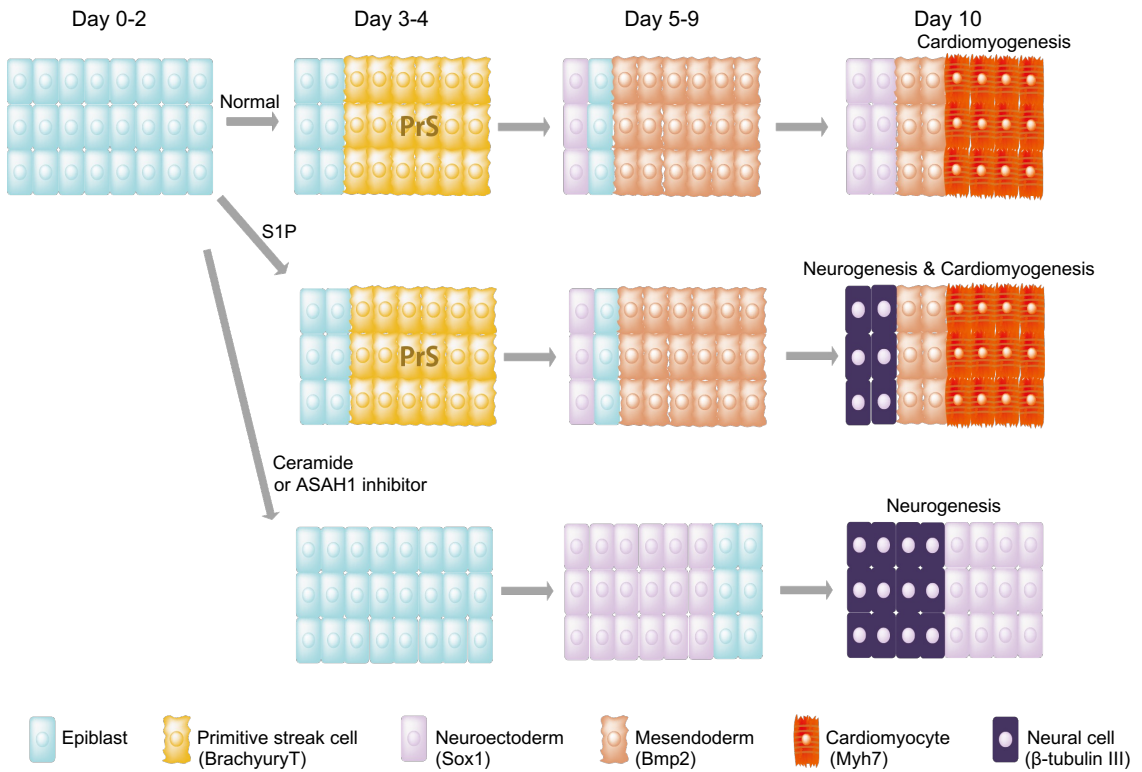

### Supplementary Figure 15 Effects of S1P, ceramide, or an ASAHI inhibitor on epiblast differentiation

Scheme illustrating how epiblasts differentiate into PrS cells and then cardiomyocytes and neural cells over time, and how this flow is affected by S1P, ceramide or ASAHI inhibitor. Cardiomyogenesis and neurogenesis normally arise in spatially different parts of the embryo. Under normal conditions, PrS formation leads to cardiomyogenesis. S1P treatment induces the neurogenesis of Sox1-positive cells without affecting cardiomyogenesis. However, ceramide treatment inhibits PrS formation, blocks cardiomyogenesis and induces neurogenesis.

How the deposited data were processed for this re-analysis (not part of the article)

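RNA from mouse ES cell-derived EBs was measured in 3 libraries, 1 per condition: DMSO day 3, DMSO day 4 and C2 ceramide day 4 (30 μM). The authors treated the RNA with DNase I, made cDNA with the SMART-Seq v4 kit and libraries with Nextera XT, and sequenced them on a NovaSeq 6000 with NovaSeq Control Software 1.6.0, Real Time Analysis 3.4.4 and Bcl2fastq2 2.20. The authors used DRAGEN 3.6.3 with GRCm38 and GENCODE M25, and deposited a table of 55487 genes and a table of 142699 transcripts, each with values in TPM and estimated counts. The estimated counts deposited by the authors are expected counts, which are not whole numbers and are not normalized. The TPM columns were checked to have the same total in every library. Reads were not used here.

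The TPM ratio of each gene was computed in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with Matplotlib 3.10.9. A TPM of 0 was set to 0.001, the last decimal of the table. Genes with at least 10 counts in at least 1 library were used, 17655 of the 55487. Pool A is the genes with a ratio of DMSO day 4 over DMSO day 3 above 2 and a ratio of C2 ceramide day 4 over DMSO day 4 below 0.5. Pool B is the genes with a first ratio of at most 2, genes with lower levels on DMSO day 4 included because Supplementary Fig. S12 places Neurod1 there, and a second ratio above 2. The interval of each ratio is the exact conditional (Clopper-Pearson) 95% interval of the ratio of rounded counts per library total, shifted to the TPM ratio as if transcript lengths were known. It describes counting error, and PCR copies of 1 molecule are counted separately. A fold against 0 counts is a lower bound against 3 counts in that library. With 1 library per condition, no test between conditions was possible, and no p-value is given. Samples were not grouped in any other way.

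Genes named in the text are those the paper names for RNA sequencing or as enzyme targets, whose directions had been seen in its figures, the 10 protein-coding genes with the largest and the 10 with the smallest ratio in each of the comparisons and pools among those with a TPM of at least 10 in the higher library, and the 4 genes of each list with the largest C2 ceramide over DMSO ratio in either direction among those with at least 50 counts. Members of GO terms named in the text come from the same genes.

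The 31 gene lists covered the primitive streak, nascent and paraxial mesoderm, lateral and cardiac mesoderm, blood and endothelium, definitive endoderm and node, visceral and primitive endoderm, trophoblast, naive pluripotency, epiblast and general pluripotency, neuroectoderm and neural progenitors, neuronal differentiation, targets of Wnt, Nodal, BMP, and FGF and ERK, the Notch pathway, retinoic acid, epithelial to mesenchymal transition, sphingolipid metabolism, choline and glycerophospholipid metabolism, cholesterol synthesis, ER stress and amino acid response, p53 targets and apoptosis, autophagy and lysosome, glycolysis, meiosis and germline, cell cycle, Hox genes, histone genes, ribosomal protein genes and genes of the mitochondrial genome. The genes of the paper's screen (Supplementary Table S3) formed a further list. Where a symbol had more than 1 entry in use, the entry with the most counts was kept, a rule made after the data were seen. Each list's median was placed among those of 10000 random lists matched in 20 bins of mean expression, and its interval comes from 2000 bootstrap draws over its genes. These percentiles describe the list and are not tests, since genes are not replicates.

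GO terms were counted from the annotation columns of the gene table, for terms of at least 10 genes. This step was added after the data were seen, and the background of pool B was first the genes not higher on DMSO day 4 and later all annotated genes in use. DAVID was not used here. The chance size of each pool was simulated in 100 draws of 3 libraries with 1 common mean per gene, with Poisson counts or with an assumed coefficient of variation of 0.1 or 0.2. This variation was drawn separately for each gene, so shifts shared by many genes between cultures were not simulated. The steps were tested on simulated data with known ratios. Of 50 genes set at each of 0.125, 0.25, 4 and 8-fold, 100% passed the 2-fold thresholds in the right direction, as did 0% of 11590 genes with no difference and at least 100 expected counts. The intervals held the true ratio for 95.2% of 11790 genes, 40 lists with no difference had a median percentile of 36.6, and a list of 20 genes raised 4-fold had a percentile of 100.

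Alternatives were other pseudocounts (0.1 and 1 TPM), other filters on low values, counts divided by the library total (CPM), counts scaled by TMM factors from edgeR 4.0.16 or by DESeq2 1.42.0 size factors in R 4.3.3 (both on expected counts rounded to whole numbers), thresholds of 1.5-fold and 4-fold, protein-coding genes, genes with an Entrez Gene ID, the requirement that the interval exclude 1, the sum of the transcript table, and a stricter definition of not increased. Strand was not used to assign reads as far as the methods state, so the counts of overlapping and antisense genes, and of genes with near-identical copies, are uncertain. Real-time PCR and metabolomic data were not analysed here.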

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

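The tests of the ratio to DMSO day 3 and of the difference between the pluripotency lists were chosen only after the result was seen, as were the limits at the lowest and highest 0.5% of random lists. Of 23 gene lists other than those of the streak, mesoderm, neural genes, sphingolipid and choline metabolism, and FGF and ERK targets, 14 had a median log2 ratio of C2 ceramide over DMSO on day 4 outside these limits. The paper reports no RNA sequencing values for these lists as groups, although it reports single members, such as T and Dll1, and the meiotic cell cycle as a GO term.

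Genes of naive pluripotency were higher with C2 ceramide, 12 of 16 of them, with a median log2 ratio of 1.41 (bootstrap interval over its genes 1.01 to 1.72). The length assumptions of TPM are argued against as the source, since the median was 1.46 in counts per library total (CPM) (bootstrap interval 1.23 to 1.77). The median of 1.28 relative to DMSO day 3 (interval 0.73 to 1.68) argues against chance in the shared DMSO day 4 library. It also argues against fewer mesoderm cells beside pluripotent cells unchanged since day 3 as the whole source. Genes of nascent and paraxial mesoderm were themselves at a median of 1.38 relative to day 3, or 1.16 at their bound. For endoderm cells this is not decided, because the lists differ. Relative to day 3, definitive endoderm and node genes had a median of −0.25 (interval −1.17 to 2.97), with 4 of 12 higher and 3 lower. Visceral and primitive endoderm genes had one of 1.12. If the pluripotent cells of both cultures changed after day 3, a lower share of mesoderm and endoderm cells cannot be told apart from higher levels in the pluripotent cells. The naive median exceeded that of epiblast and general pluripotency by 1.07 (lower end of the interval 0.18). The latter list goes both ways, with Pou3f1 at 1.82 and Tdgf1, which also belongs to the primitive streak list, at −1.53, so its median decides nothing. An effect of C2 ceramide on naive genes is a hypothesis, and variation between single cultures also stays open.

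Genes of ER stress and amino acid response were also higher, 9 of 20 of them with 1 lower, with a median log2 ratio of 0.76 (bootstrap interval 0.04 to 1.14). Trib3, a pseudokinase gene of this response, had a log2 ratio of 2.43, Atf3 of 1.89 and Herpud1 of 1.57. The median in CPM was 0.75 (interval 0.23 to 1.17), which argues against the length assumptions of TPM, and that relative to DMSO day 3 was 0.99 (interval 0.50 to 1.67), or 0.79 with a gene at 0 counts at its bound, which argues against chance in DMSO day 4. Whether C2 ceramide raised these genes is a hypothesis that no test here decides, since variation between single cultures, which no replicate measures, stays open.

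Definitive endoderm and node genes had a median log2 ratio of −4.33 (bootstrap interval −6.95 to −3.28, and likewise below), with 11 of 12 lower. Visceral and primitive endoderm genes had one of −0.82 (−1.36 to 0.27), with 9 of 20 lower and 2 higher. For Wnt targets the median was −1.77 (−3.10 to −0.45), with 9 of 14 lower, among them Sp5 at −3.10, and 2 higher, Rnf43 at 1.18 and Notum at 1.44, named after their values were seen. For BMP targets it was −0.74 (−2.13 to 0.58), with 4 of 12 lower and 2 higher. In the Notch pathway it was −0.67 (−2.82 to −0.08), with 8 of 17 lower, among them Dll3 at −3.58. For retinoic acid genes it was −0.78 (−1.58 to 0.20), with 5 of 11 lower and 1 higher. Genes of epithelial to mesenchymal transition had a median of −0.57 (−1.28 to 0.14), with 5 of 14 lower, among them Snai1 at −3.97, and 1 higher. In cholesterol synthesis it was −0.60 (−0.70 to −0.46), with 2 of 24 past 2-fold, both lower. In glycolysis it was −0.41 (−0.63 to 0.08), with 1 of 18 lower, Ldha at −1.63. Epiblast and general pluripotency genes had a median of 0.34 (−0.07 to 1.16), with 5 of 14 higher and 2 lower. Meiosis and germline genes had one of 0.85 (0.47 to 1.19), with 14 of 30 higher and 2 lower. Histone genes, whose copies share reads, had one of 0.31 (0.16 to 0.47), with 14 of 59 higher and 3 lower. The intervals of the visceral endoderm, BMP, retinoic acid, epithelial to mesenchymal transition, glycolysis and epiblast lists include 0. Some lower genes of the pathway lists are also in the streak or mesoderm lists. Examples are Sp5, T and Dkk1 (Wnt), Msx1, Msx2 and Hand1 (BMP), and Dll1 and Dll3 (Notch). Cyp26a1 (retinoic acid) and Snai1 (epithelial to mesenchymal transition) are others. The medians of these lists are thus not independent of those of the streak and mesoderm. Relative to DMSO day 3, some medians had the opposite sign: visceral endoderm 1.12, BMP 0.92, retinoic acid 0.94, epithelial to mesenchymal transition 0.74 and epiblast −0.29. The Notch median was 0. Others kept their sign: definitive endoderm −0.25, Wnt −0.36, cholesterol synthesis −0.98, glycolysis −0.61, meiosis and germline 0.49 and histone genes 0.39. In this comparison, the intervals of definitive endoderm (−1.17 to 2.97), Wnt (−0.45 to 1.48) and meiosis and germline (−0.04 to 1.05) include 0. Those of retinoic acid and Notch do as well, so the sign of these medians is not settled.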

How the results depend on the processing

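The filter of a TPM above 0, the rule that TPM and CPM must both pass, and the other GO backgrounds are tests chosen only after the result was seen. Counts below are of genes increased on DMSO day 4, pool A, pool B, and genes higher and lower with C2 ceramide, in this order. They were 2266, 1174, 1570, 1760 and 2172 as reported. With a pseudocount of 1 TPM they were 669, 361, 438, 443 and 617, where by construction every ratio is drawn toward 1, most at low levels. With a TPM of at least 1 in at least 1 library they were 1340, 721, 957, 1023 and 1358, and with at least 100 counts 854, 451, 558, 587 and 754, because fewer genes were compared. With no filter on low values, or a TPM above 0, they were 4970, 3193, 3534, 3876 and 5143, because more genes were compared. With no filter, 50517 genes were not increased, against 15389. By construction, they were 3603, 1970, 2525, 2903 and 3446 at 1.5-fold and 1162, 541, 692, 752 and 1057 at 4-fold, and pool B was 698 where not increased meant a ratio between 0.5 and 2. The other settings kept all of these counts within 1.5 times. Pool A was 1135 with CPM, 1099 with TMM, 1100 with DESeq2 size factors and 1015 where the interval had to exclude 1. With CPM, TMM and DESeq2, 89.9%, 87.8% and 87.9% of pool A genes and 89.8%, 90.6% and 90.5% of pool B genes were kept.

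Zfp618 was reversed, from a log2 ratio of 3.03 to −0.58 with CPM and −0.56 with TMM and with DESeq2. Its higher TPM lies in 1 processed transcript, at 0 and 31.4 TPM on day 4, while the coding transcript was at 2.51 and 1.99 TPM; why reads were assigned to it was not tested. Of 1728 ratios of named genes under other settings, 1417 moved by less than their interval and 308 by more without a called ratio changing sign. The sum of the transcript table nearly repeats the gene table and so checks little. All of its 288 ratios and 31 list medians stayed within their intervals. With a pseudocount of 1 TPM, 121 of 288 ratios moved by more than their interval, and with TMM 62 of 288 did. Of 217 list medians, 213 stayed within their bootstrap interval, and those that changed sign were of neuroectoderm and neural progenitors, at −0.09 with at least 100 counts, and of ribosomal protein genes, at 0.01 with TMM and with DESeq2. Genes with few counts, such as Pax6, Neurod1, Sox1 and Wnt3a, are limited by depth. No paired analysis and no leaving out of replicates was possible because each condition has 1 library.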

Differences from the paper's values

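The filter of a TPM above 0 and the GO backgrounds are tests chosen only after the result was seen. At the 2-fold thresholds the paper states and with at least 10 counts in at least 1 library, none of its gene counts differed from those found here by more than 1.5 times. The paper's text names no filter on low values. The paper's counts are 1752 increased genes, 945 in pool A and 1279 in pool B, and those found here are 2266, 1174 and 1570, with 15389 genes not increased. They differed by more than 1.5 times under other settings at the same thresholds. Pool B was 698 where not increased meant a ratio between 0.5 and 2, as the paper's text words it (no change), while the legends of Fig. 5H and Supplementary Fig. S12D say did not increase, the definition used here. With no filter on low values, there were 4970 increased genes, 3193 in pool A and 3534 in pool B. With at least 100 counts these were 854, 451 and 558, and with a pseudocount of 1 TPM 669, 361 and 438. The counts of increased, pool A, not increased and pool B genes were 1767, 924, 12795 and 1185 for genes with an Entrez Gene ID, 1799, 943, 12939 and 1214 for protein-coding genes, and 1849, 955, 15806 and 1357 with a pseudocount of 0.1 TPM. The number of genes not increased was 20223, within 1 gene of the paper's number of genes with no change, with a filter of a TPM above 0, which was chosen after seeing the values and gave 4970 increased genes, 3193 in pool A and 3534 in pool B. How many of the paper's own genes that filter drops was not counted.

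The paper's text describes the genes from which pool B was taken as having no change on DMSO day 4, and the legends of the same data as genes that did not increase, which the genes used here meet. Here 872 of the 1570 pool B genes (55.5%) were lower on DMSO day 4 than on DMSO day 3, among them Neurod1, with a log2 ratio of −2.23, which the paper's Supplementary Fig. S12 also shows lower.

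The paper places multicellular organism development and nervous system development among the leading terms of pool B and, in Fig. 5H, the meiotic cell cycle at the top, by DAVID. From the annotation of the gene table these ranked 100, 37 and 2 among all annotated genes in use. Among the genes not increased they ranked 13, 21 and 8, and among all annotated genes of the table 20, 10 and 39, so the first passed into the leading 20 with both of the other backgrounds and the second with the last. These backgrounds were chosen after seeing the values. The paper's methods name no background for DAVID, so none of these ranks is a like comparison with its own. In pool A, multicellular organism development ranked 1, as in the paper, and 25 among the increased genes alone.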

Other observations

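Over all genes in use, 9.97% were higher and 12.3% were lower with C2 ceramide than with DMSO on day 4. None of 20 cell cycle genes and none of 15 genes of autophagy and lysosome passed 2-fold, with median log2 ratios of 0.04 and 0.18. Of 18 p53 target and apoptosis genes, 1 was higher and 1 was lower, with a median of −0.04. Sphingolipid metabolism, the pathway that makes and degrades ceramide, had 4 of 40 genes higher and 5 lower, with a median of 0.09. One of those higher, B4galt5, had a log2 ratio of 1.53 in TPM and 0.29 in CPM, from 486 and 597 counts, with 1 transcript at 0 and 6.74 TPM. In this pathway, Sptlc2, which encodes a subunit of serine palmitoyltransferase, had a log2 ratio of −0.04, Ugcg, the glucosylceramide synthase gene, of −0.18, and Asah1, the acid ceramidase gene, of 0.70 (interval 0.64 to 0.77). S1pr5, which encodes a receptor for S1P, had 77 counts with DMSO and 0 with C2 ceramide on day 4, so it was at least 25.8-fold lower. In choline and glycerophospholipid metabolism, 1 of 24 genes was lower, Lpin1 at −1.31, with a median of 0.08. Gapdh, the reference gene of the paper's real-time PCR, had a log2 ratio of −0.02, and of 0.02 with TMM. The 793 genes of the paper's screen in use had a median of 0.01, with 13 higher and 21 lower, and 18 of them were in pool A and 13 in pool B, where matched random lists held 12.8 and 21.8.

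Blood and endothelium genes went both ways, with 5 of 13 higher and 6 lower and a median of −0.16, and Kdr, a receptor gene of their common precursors, had a log2 ratio of −3.65. Nodal targets also diverged, with 1 of 8 higher, Gdf3 at 1.83, and 3 lower, and a median of −0.05. Among 9 trophoblast genes, 2 were lower and none was higher, with a median of −0.13. Of 9 Hox genes in use, 2 were higher and 5 were lower, among them Hoxb1 at −2.58, with a median of −1.89, or −1.75 with genes at 0 counts at their bound. Ribosomal protein genes had a median of −0.03, with 2 of 79 higher, and of 0.01 with TMM and with DESeq2. Of 16 genes of the mitochondrial genome, 1 was higher, with a median of 0.05. The most abundant transcript changed its share of the gene's TPM by at least 50 percentage points between the day 4 libraries in 85 of 11265 genes with at least 100 counts in both. Each library stood apart from both others in many genes: 824 were above 2-fold and 910 below 0.5-fold with C2 ceramide, 660 and 1080 on DMSO day 3, and 1174 and 872 on DMSO day 4.

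Most pool B genes, 872 of 1570, were lower on DMSO day 4 than on DMSO day 3 as well as higher with C2 ceramide than with DMSO on day 4, and both tests of this pattern were chosen before their results were seen. Counting error in the shared DMSO day 4 library is argued against as the whole source, since 42.7% of pool B (interval 38.5% to 46.9%) was of this kind among genes with at least 100 counts, where simulated counting error gave 0 such genes. The pattern is thus no longer that of most genes at that depth. Variation of the DMSO day 4 culture cannot be told apart from an effect of the treatment, because 1 library per condition leaves it unmeasured. With an assumed coefficient of variation of 0.2, the most such genes in 100 draws was 206 with at least 10 counts, against 872 observed, and 41 with at least 100 counts, against 238 observed. With at least 10 counts, the same coefficient gave means of 166 such genes among 453 in pool B. Counting error alone gave 64.3 among 150. Part of the observed share may thus come from the shared library. It may be that part of the genes stayed near their day 3 level with C2 ceramide, a hypothesis found on the same data.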
